# PARP1 Regulates Circular RNA Biogenesis though Control of Transcriptional Dynamics

**DOI:** 10.3390/cells12081160

**Published:** 2023-04-14

**Authors:** Rebekah Eleazer, Kalpani De Silva, Kalina Andreeva, Zoe Jenkins, Nour Osmani, Eric C. Rouchka, Yvonne Fondufe-Mittendorf

**Keywords:** circRNAs, transcription elongation, poly (ADP-ribose) polymerase, splicing, backsplicing, gene architecture, RNA polymerase II elongation and pausing

## Abstract

Circular RNAs (circRNAs) are a recently discovered class of RNAs derived from protein-coding genes that have important biological and pathological roles. They are formed through backsplicing during co-transcriptional alternative splicing; however, the unified mechanism that accounts for backsplicing decisions remains unclear. Factors that regulate the transcriptional timing and spatial organization of pre-mRNA, including RNAPII kinetics, the availability of splicing factors, and features of gene architecture, have been shown to influence backsplicing decisions. Poly (ADP-ribose) polymerase I (PARP1) regulates alternative splicing through both its presence on chromatin as well as its PARylation activity. However, no studies have investigated PARP1’s possible role in regulating circRNA biogenesis. Here, we hypothesized that PARP1’s role in splicing extends to circRNA biogenesis. Our results identify many unique circRNAs in PARP1 depletion and PARylation-inhibited conditions compared to the wild type. We found that while all genes producing circRNAs share gene architecture features common to circRNA host genes, genes producing circRNAs in PARP1 knockdown conditions had longer upstream introns than downstream introns, whereas flanking introns in wild type host genes were symmetrical. Interestingly, we found that the behavior of PARP1 in regulating RNAPII pausing is distinct between these two classes of host genes. We conclude that the PARP1 pausing of RNAPII works within the context of gene architecture to regulate transcriptional kinetics, and therefore circRNA biogenesis. Furthermore, this regulation of PARP1 within host genes acts to fine tune their transcriptional output with implications in gene function.

## 1. Introduction

Poly (ADP-ribose) polymerase 1 (PARP1) is a highly abundant nuclear enzyme that uses NAD+ to synthesize and catalyze the addition of ADP-ribose polymers to target molecules, namely, histones and itself. The modification of histones with negatively charged PAR molecules disrupts the electrostatic interactions between histones and DNA to open the chromatin structure. This phenomenon is well understood in the context of DNA damage and repair, where PARP1 acts as a guardian or surveyor of the genome [1]. PARP1 is dynamically distributed on chromatin where it constantly scans the DNA [2]. The recognition of DNA damage by PARP1, for which it has high affinity, results in acute PARylation [3,4]. The acute PARylation of histones local to sites of DNA damage is critical for both the swift recruitment of DNA repair enzymes and for the maintenance of the open chromatin structure required for their access to DNA [5]. While the importance of PARP1 in DNA damage response is well understood, it is becoming increasingly apparent that both PARP1’s presence on chromatin as well as its PARylation activity play a more constitutive role in gene expression under normal cell conditions.

The effect of PARP1 and its PARylation activity on gene expression is pleiotropic, regulating RNA biogenesis at multiple levels [6]. PARP1 can affect the quantity of transcripts produced from a gene through its control of transcriptional initiation, promoter-proximal pause and release, and rate of RNAPII during elongation [7,8]. At the same time, PARP1 can also affect the quality (or types) of transcripts produced by a gene at the level of splicing. PARP1 exerts control of splicing through its regulation of RNAPII kinetics during elongation as well as its ability to recruit and modulate the behavior of splicing factors through PARylation. Our previous studies using PARP1 knockdown and PARP1-inhibited cells demonstrate that both PARP1 presence on chromatin and its PARylation have measurable impacts on gene expression, splicing decisions, and RNAPII kinetics throughout gene bodies [8,9,10,11]. However, the ability to predict whether PARP1 promotes exon inclusion or exon skipping depends on additional chromatin context at a given gene locus. Clearly, much more work is required to resolve our understanding of PARP1’s regulation of splicing, and one form of alternative splicing for which PARP1’s influence remains completely uninvestigated is backsplicing.

Backsplicing occurs when a downstream splice site is connected to an upstream splice site that circularizes the transcript to form a circular RNA (circRNA) [12,13]. The widespread abundance and biological relevance of circRNA have recently come to light [14,15]. However, factors that mediate the biogenesis of circRNA are still being investigated. We hypothesize that PARP1’s regulation of alternative splicing could extend to the biogenesis of circRNA. Our studies and those of others showed a role of PARP1 in transcription initiation and elongation [7,9,10], features important for circRNA biogenesis. Another important factor critical for circularization is the binding of specific splicing factors to the flanking intronic sequences. PARP1 has been shown to PARylate splicing factors to activate them [6]. We therefore carried out a comprehensive study of PARP1 and the generation of circRNAs. We describe the circRNAs generated in the presence and absence of PARP1 and show the possible functions of these circRNAs. Finally, we analyze the function of PARP1 binding in regulating RNAPII elongation along introns and exons and show that PARP1 creates a transcriptional environment that aids in making specific circRNAs. 

## 2. Materials and Methods

### 2.1. S2 Cell Culture and siRNA-Mediated Knockdown and PARylation Inhibition

All experiments were performed using Drosophila melanogaster S2 cells (obtained from Thermo Fisher Scientific, Waltham, MA, USA). The S2 cells were grown in Schneider’s Drosophila media (Life Technologies, Austin, TX, USA) supplemented with 10% heat-inactivated fetal bovine serum (Sigma-Aldrich, St. Louis, MO, USA, 68178) and 100 U/mL penicillin and 100 µg/mL streptomycin at 25 °C. All experimental samples and controls were matched in terms of growth time and cell density. The knockdown of PARP1 was performed as described in Matveeva et al. [9]. Western blot analysis (Figure 1A and Figure S1) was used to confirm PARP1 depletion. The S2 cells were treated with 10 µM PJ34 (Sigma-Aldrich, St. Louis, MO, USA, 68178) for 16 h to inhibit PARylation activity.

### 2.2. S2 Cell Protein and Total RNA Extract Preparation

The S2 cells were pelleted, washed, and resuspended in 0.5 mL RIPA buffer supplemented with 1 mM PMSF (phenylmethylsulfonyl fluoride, Sigma-Aldrich, St. Louis, MO, USA, 68178, #10837091001), 1X protease inhibitor cocktail (EpiGentek, Farmingdale, NY, #R-1101), 10 mM 3-MBZ (3-methoxybenzylamine, Sigma-Aldrich, St. Louis, MO, USA, 68178, #159891), and 0.5 mM BZA (benzylamine, Sigma-Aldrich, St. Louis, MO, USA, 68178, #185701). The cell suspension was incubated on ice for 30 min, gently vortexed, sonicated for 6 cycles (10 s on/10 s off) (Bioruptor300, Diagenode, Denville, NJ, USA), and spun down at 13,000 rpm for 10 min. The supernatant was used for Western blot analyses. The total RNA was extracted from the washed and pelleted cells using the Quick-RNA Miniprep Kit (Cat. #R1054) as per the manufacturer’s protocol (Zymo Research, Irvine, CA, USA, 92614) and eluted in RNase-free water. The total RNA was submitted (Novogene, Sacramento, CA, USA, 95826) for ribosomal-depleted paired-end RNA sequencing.

### 2.3. Western Blots

Protein lysates were prepared in 1X SDS loading buffer, loaded on 10% SDS-PAGE gel, and electrophoresed at 150 V for 45 min. The samples were transferred to PVDF membrane (Thermo Scientific, Rockford, IL, USA) and subsequently incubated with primary antibodies for PARP1 and β-actin to demonstrate PARP1 knockdown. The Western blot-based detection was performed using alkaline phosphatase-coupled secondary antibodies (Sigma-Aldrich, St. Louis, MO, USA, 68178) with Amersham ECF substrate for visualization (GE Healthcare, Waukesha, WI, USA), and images were obtained using a Typhoon FLA 9500 (GE Healthcare, Piccataway, NJ, USA). ImageQuant TL software version 10.2 was used to quantify the protein signals.

### 2.4. Antibodies for Western Blot Analysis

The primary antibodies used were PARP1 C terminal, rabbit polyclonal (#39561, Active Motif, Carlsbad, CA, USA), PAR rabbit polyclonal (#4336-BPC-100, Trevigen, Gaithersburg, MD, USA), and Actin, mouse monoclonal (MA1-744, ThermoFisher Scientific, Waltham, MA, USA, 02451). The secondary antibodies used were both anti-rabbit (#A3687) and anti-mouse (#A3562) IgG (whole molecule) alkaline phosphatase antibodies (Sigma-Aldrich, St. Louis, MO, USA, 68178).

#### 2.4.1. circRNA Detection

The paired-end raw sequencing files were downloaded in FastQ [16] format from Novogene onto the KY INBRE server. The data included in this paper came from three sample groups: PARP KD, PARPi, and WT. Each group consisted of three replicates. The FastQC (version 0.10.1) toolkit [17] was used to examine the quality of the sequencing runs. Trimming was not necessary since all the reads were of high quality with Phred scores above 28. Next, the circRNAs were detected using the seekCRIT tool version 1.0.0.b [18].

#### 2.4.2. circRNA Validation

For each circRNA, two sets of primers were designed: (1) divergent primers to amplify across the backsplice junction, and (2) convergent primers to amplify a linear region within the circRNA. As exons appear in gDNA in a linear fashion, divergent primers should not amplify with this template (Figure S2A; Table S2). After amplification, the PCR amplified samples were run on 1% agarose gel, where a single band of the expected size was detected (Figure S2B). These bands were isolated, purified, and sequenced using Sanger sequencing. These sequencing results confirmed the presence of the head-to-tail backsplicing of these circRNAs (Figure S2B).

#### 2.4.3. Bulk RNA-Seq Analysis

The concatenated FastQ sequence files were directly aligned to the *Drosophila melanogaster* reference genome assembly (BDGP6) using STAR (version 2.6) [19], generating alignment files in bam format [19]. The number of successfully aligned raw reads for each of the samples ranged from ~100 to 126 million. The raw read counts were obtained from the STAR-aligned bam format files using HTSeq version 0.10.0 [17]. Then, the raw counts were normalized using the relative log expression (RLE) method and then filtered to exclude genes with fewer than 10 counts across the samples. Differential expression analysis was performed using DESeq2 [20]. The significant differentially expressed genes were extracted at the q value cutoff of 0.05. The R package clusterProfiler [21] was used to identify enriched Gene Ontology biological processes and KEGG pathways for sets of differentially expressed genes in each comparison. 

#### 2.4.4. Alternative Splicing Analysis

Two separate methods involving the tools DEXSeq2 [22] and rMATS [23] were used for alternative splicing detection. The first analysis was run using DEXSeq2 in a custom R script. DEXSeq2 breaks up the novel splice patterns into individual exons and reports differential usage on an exon level. The significant differentially expressed exons were extracted at the q value cutoff of 0.05. The second analysis was run using rMATS, which measures skipped exons (SE), alternative 5′ donor splice sites (A5SS), alternative 3′ acceptor splice sites (A3SS), mutually exclusive exons (MXE), and retained introns (RI) based on exon junction reads. The number of significant events (q < 0.05) for each of the three comparisons was reported.

#### 2.4.5. circRNA Function, Host Gene Architecture, and Transcription Analysis

The most frequent miRNA targets in each experimental circRNA group were identified from miRTarBase (Release 9.0) [24] relative to human miRNA seeds. The target functional annotation was performed using clusterProfiler. 

The host gene lengths, circRNA internal exon/intron lengths, flanking intron lengths in each condition (WT, PARPi, and KD), and other Drosophila gene lengths were analyzed using custom Python scripts. The introns flanking the 5′ and 3′ backsplice sites were examined for RBP motifs using rMAPS [25]. The G-quadruplexes in the host genes and other Drosophila genes were identified using quadparser (version 2.0) [26]. The G-quadruplex densities, nucleotide compositions, and the RNAP II pausing across the host genes in each experimental condition were calculated using custom Python scripts. 

#### 2.4.6. GEO Data Deposition

The RNA-seq data from these experiments are found in GEO # GSE225445. The PARP1-mediated RNA pausing data came from our previous studies on nascent RNA-seq ([10] and GEO GSE118266).

## 3. Results

### 3.1. Genome-Wide Identification of PARP1-Mediated circRNAs in S2 Drosophila Cells

We previously showed that PARP1 influences alternative splicing [9], yet the role of PARP1 in circRNA biogenesis has not yet been determined. We used S2 Drosophila cell lines to test whether the physical presence of PARP1 and/or its enzymatic activity alters the presence of circRNAs. Drosophila is an important model organism as it contains only one isoform of PARP1, negating the impact of redundancy that might be expected in humans with more than 18 PARPs. We knocked down PARP1 (KD) using siRNA (Figure 1A) and inhibited its PARylation activity (PARPi) by treating cells with PJ34, as previously performed [8,11]. 

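Read counts per gene were available for 16 libraries of ribosomal-depleted RNA from S2 cells, a cultured line from embryos of Drosophila melanogaster. The labels give each library a treatment and a month. In December there were 3 WT, 3 PARPi and 3 KD libraries, and in October there were 3 WT and 4 KD libraries and no PARPi library. The paper describes 3 groups of 3 replicates, and its text names no month. December is the only month with all 3 groups, so PARPi and KD were compared with WT over the 9 December libraries, and the 7 October libraries are given beside them where they bear on a result. PJ34, a small molecule that blocks the catalytic site of PARP enzymes, was used at 10 µM for 16 h in the PARPi cultures. The authors aligned the reads to the BDGP6 assembly with STAR, counted them on genes with HTSeq and deposited the raw counts without normalization. Whether the counting used the strand, and how it treated reads with several matches, is not given in the sources used here, so counts of overlapping and antisense genes and of near-identical copies are uncertain. In December, between 84904964 and 90439074 reads per library were counted on genes in WT (median 89808705), between 81991083 and 89267306 in PARPi (median 85923966) and between 77671859 and 86847486 in KD (median 81991835). In October, the totals were between 58531662 and 61728755 in WT (median 58885086) and between 65799490 and 78807134 in KD (median 67879604). The number of aligned reads per sample that the paper's text gives lies above these totals, and the values reported here use the counts on genes. A single transcript, the large mitochondrial ribosomal RNA mt:lrRNA, took between 7.89% and 10.8% of the counts in December and between 9.84% and 17.1% in October. Genes with fewer than 10 raw counts in total over the 9 December libraries were left out, which left 11729 genes. The paper's methods name the same limit of 10 counts, applied after RLE normalization. The counts were scaled with the TMM method of edgeR, and each gene was tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in 1 model of the 3 groups. CPM values (counts-per-million) below are on the TMM scale of their own month, so levels are not compared between months.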

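PARP1 mRNA was read in every library to check the labels. The gene, listed by its FlyBase identifier FBgn0010247 (symbol Parp1), lies on chromosome 3R of BDGP6 from 3461351 to 3587054 on the minus strand, and it received between 11218 and 15857 reads per December library. In December its level was 171, 181 and 159 CPM in the 3 WT libraries and 159, 167 and 137 CPM in the 3 libraries labelled KD. The means were 170 ± 11.2 CPM (SD, n = 3) in WT and 154 ± 15.4 CPM (SD, n = 3) in KD, a log2 fold change of -0.14 (standard error 0.076, adjusted p = 0.32 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The ranges overlapped (exact two-sided permutation test, p = 0.2, where 3 against 3 libraries allow no p below 0.1). PARPi, which targets the protein and not its mRNA, gave 154 ± 7.92 CPM (SD, n = 3), a log2 fold change of -0.14 (adjusted p = 0.48 from the same edgeR test). In October the mean was 89.1 ± 10.0 CPM (SD, n = 3) in WT and 80.5 ± 5.48 CPM (SD, n = 4) in KD, a log2 fold change of -0.15 (adjusted p = 0.096 from edgeR; exact permutation test, p = 0.2, where the smallest possible p is 0.0286). With each December WT and KD library left out in turn, the log2 fold change in KD stayed between -0.22 and -0.070. With a trend of the counts on the summed exon length of each gene removed, a setting chosen after seeing the values, it was -0.19 (adjusted p = 0.0885 from edgeR). This trend is called the trend on gene length below. Over all 13 alternatives the adjusted p ranged from 0.0317 to 0.747 and passed the threshold in 1. A fall of PARP1 mRNA in the KD libraries was therefore not called in 12 of the 13. The adjustment covers all genes tested, and for this gene alone the December p was 0.0773 (edgeR, unadjusted). The log2 fold change was below 0 in all 13, between -0.22 and -0.070, so the counts on this gene show no large fall. The counts do not check these labels with any certainty. They are called libraries labelled KD below, and each direction given for KD rests on the labels. The depletion that the paper shows in Figure 1A is of the protein, measured by Western blot.

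**Figure D1:**
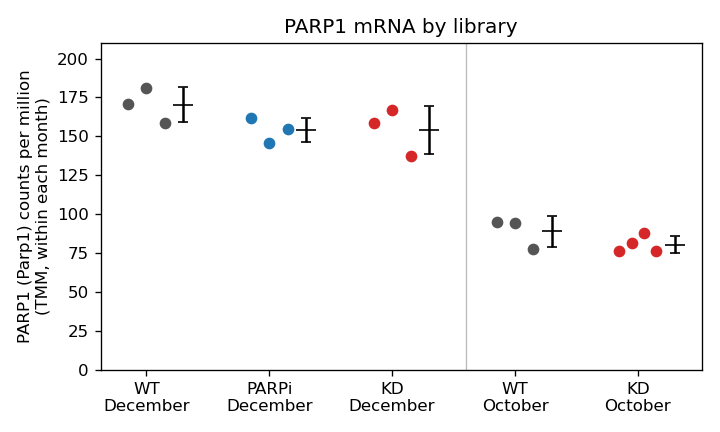
PARP1 (Parp1) CPM in each of the 16 libraries by treatment and month, scaled by TMM within each month. Points are libraries and the bar beside each group is the mean with its SD. The December KD libraries lie between 137 and 167 CPM and the WT libraries between 159 and 181 CPM.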

Three independent ribosomal-depleted paired-end RNA-seq experiments, without RNase R digestion, were performed, generating ~100 to 126 million read pairs per sample. We used the computational pipeline SeekCRIT [18], which considers both linear and circular junctions, to identify not only the possible circRNAs, but also to measure changes in backsplicing relative to flanking linear splicing events (Figure 1B). We detected 284 unique backsplice junctions (364 total) categorized as either intronic (ciRNA) or exonic (circRNA) across all samples. We identified 70 unique intronic circRNAs (26 in WT, 21 in PARPi, and 23 in KD), as well as 214 unique exonic circRNAs (67 in WT, 87 in PARPi, and 60 in KD). The exonic circRNAs were further subdivided into single exonic circRNAs and multi-exonic circRNAs (Figure 1C). 

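Table S1 of the paper lists 364 backsplice junctions, 290 as exonic and 74 as intronic, with the host gene and the position of each and with no condition, so the junctions of WT, PARPi and KD were taken together. Its start positions count from 0, since 240 of the 290 exonic starts equal the start of an annotated exon after 1 is added and 3 do without it. Both ends of 230 exonic circRNAs matched the ends of annotated exons of 1 transcript exactly (Ensembl annotation release 115 of BDGP6). Of these, 77 (33.5%) spanned a single exon and 153 spanned several, with a median of 3 exons and at most 19.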

Exonic circRNAs are formed via a co-transcriptional pathway, while intronic circRNAs are regulated via post-transcriptional pathways [27,28]. Since PARP1 mediates co-transcriptional splicing [9,10,11], we focused the downstream analysis on these exonic circRNAs. The 284 unique circRNAs we detected are derived from 116 protein-coding genes (Figure 1C), suggesting that at least some host genes produced multiple circRNA isoforms. (Table S1 shows the complete list). On the other hand, while a significant number of detected circRNAs were unique among the experimental conditions, there was an overlap of the presence of some circRNAs (Figure 1D) and their host genes (Figure 1E) between the treatment groups. 

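Table S1 names 255 host genes, 204 for exonic and 60 for intronic circRNAs, and 249 of the names matched a gene of the annotation by symbol or synonym. Of the 204 host genes of exonic circRNAs, 154 have 1 entry and 50 have 2 or more. Host genes were expressed at higher levels than other genes. In the December libraries, 246 of them were tested and their median was 150 CPM, against 8.54 CPM for the other 11483 genes tested, and 243 reached 1 CPM.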

We concluded that circRNA is indeed present in our PARP1 model.

**Figure 1:**
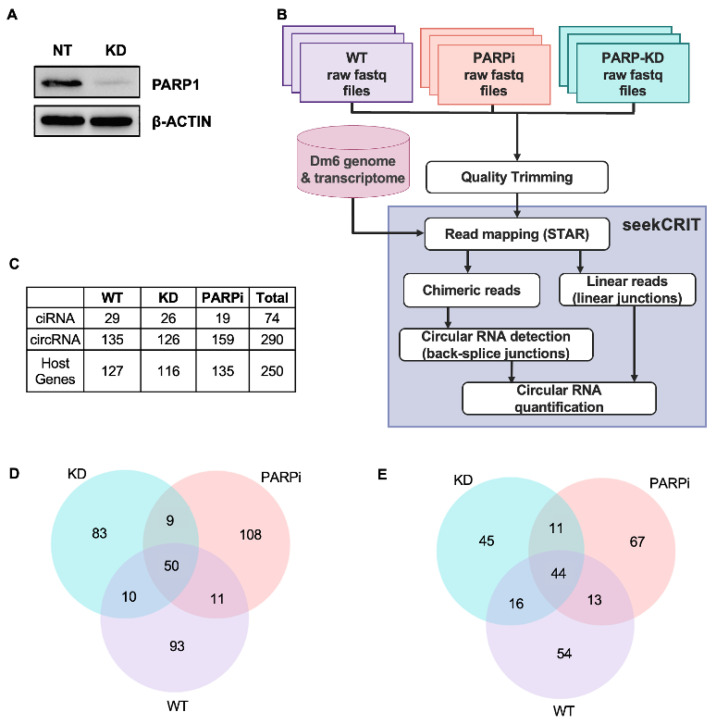
Detection of circRNAs in paired-end sequencing data from total RNA using seekCRIT. (**A**) Western blot analysis of PARP1 depletion by siRNA. β-actin used as loading control. (**B**) Schematic representation of seekCRIT computational pipeline [18]. (**C**) Number of intronic circRNAs and exonic circRNAs (“backsplice junctions”), discovered by seekCRIT and the host genes they come from in the various experimental conditions. (**D**) Overlap of circRNAs between WT, PARPi, and PARP KD conditions. (**E**) Overlap of the circRNA-producing genes (host genes) between WT, PARPi, and PARP KD conditions.

We then randomly chose several RNA-seq-detected circRNAs for validation using Sanger sequencing. The RNA was isolated and converted to cDNA, which was used for PCR amplification using specific primers targeting the unique backsplice junction of the circRNAs. As control, genomic DNA was also isolated and used for PCR (Figure S2A,B). 

### 3.2. Possible Functional Implications and Identification of PARP1-Related circRNA–miRNA Interactions

An increasing number of studies show that circRNAs regulate their host gene expression at the transcriptional and splicing levels [27,29,30,31]. To begin to tease out the function of the PARP1-mediated and dysregulated circRNAs in PARPi and KD, we first analyzed whether PARP1-mediated circRNAs emanated from differentially expressed genes (DEGs), which would suggest regulation via differential expression. In total, we found that 299 genes were differentially expressed in PARPi vs. WT and 1435 in KD vs. WT (q < 0.05) (Figure 2A). 

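Over the December libraries, 34 of the 11729 genes were differentially expressed in PARPi vs. WT (18 higher and 16 lower in PARPi) and 907 in KD vs. WT (244 higher and 663 lower in the libraries labelled KD), at an adjusted p below 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At an unadjusted p below 0.05, there were 1361 and 2366 genes. DESeq2, the tool named in the paper's methods, called 135 and 1102 genes from the same libraries. Single libraries moved these counts. For KD vs. WT, 417 genes were called without WT replicate 2, 258 without WT replicate 3, 293 without KD replicate 1 and 251 without KD replicate 3, while 936 were called without WT replicate 1 and 1212 without KD replicate 2. For PARPi vs. WT, the counts were 4, 14 and 8 without WT replicates 1, 2 and 3 and 91, 68 and 4 without PARPi replicates 1, 2 and 3. The KD libraries share the estimate of the spread, and without KD replicates 1, 2 and 3 the PARPi counts were 69, 33 and 6. The balance of the PARPi calls moved with the settings. It was 19 higher and 5 lower with library sizes without the 20 genes with the most counts. With no filter on counts it was 87 higher and 206 lower, and with the replicate number as a block 140 and 356. The share of the KD calls that were higher was close with TMM (26.9% of the 907), RLE size factors (26.9% of 896) and DESeq2 (27.1% of 1102). It changed with plain library sizes from all genes except the 20 with the most counts, which use no TMM factors. With these, the median log2 fold change in KD moved to 0.13, and 1295 genes were called, of which 1024 (79.1%) were higher. The alternative that moved both counts most, as a ratio to 907 and 34, was to fit the libraries of both months without a term for the month, which called 17 genes for KD (1129 at an unadjusted p below 0.05) and 0 for PARPi (1702 at an unadjusted p below 0.05). With a term for the month, the libraries of both months gave 1828 genes for KD and 24 for PARPi with edgeR and 2367 and 227 with DESeq2. Among the October libraries alone, 3364 of 12096 genes were called, 1665 higher and 1699 lower.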

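The genes with the largest changes were taken among those past the threshold with a mean of at least 1 CPM and with all 3 treated libraries on the same side of all 3 WT libraries, which holds for 10% of unchanged genes by chance. In PARPi vs. WT, the mitochondrial gene mt:ND2 (FBgn0013680) rose most, from 10.5 ± 1.17 to 17.9 ± 3.47 CPM (SD, n = 3 each), a log2 fold change of 0.76 (standard error 0.11, adjusted p = 0.00216 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), although its adjusted p without WT replicate 1 was 0.0726 and ranged from 1.03e-06 to 0.114 over the alternatives. The non-coding RNA lncRNA:CR45102 (FBgn0266549, chromosome X from 3701857 to 3703285) rose from 13.1 ± 1.06 to 19.9 ± 1.87 CPM (SD, n = 3 each). Its log2 fold change was 0.61 (standard error 0.083, adjusted p = 0.00175 from edgeR). Of the 6 named PARPi genes, only lncRNA:CR45102 was called with each WT and PARPi library left out in turn. lncRNA:CR44922 rose by 0.67 on the log2 scale, and otk, CG43886 and Nxf3 had log2 fold changes of -0.93, -0.73 and -0.62 (adjusted p = 0.0448, 0.0471, 0.0448 and 0.0113 from edgeR). otk was at 1.30 CPM in WT. Each of these 4 genes had an adjusted p above 0.05 without WT replicate 1 (0.0726 to 0.208), without WT replicate 3 (0.0807 to 0.190) and without PARPi replicate 3 (0.113 to 0.291), and lncRNA:CR44922, otk and CG43886 also without 2 further libraries. In KD vs. WT, CG9782 (FBgn0030763), CBP (FBgn0026144) and CNMa (FBgn0035282) rose most, with log2 fold changes of 1.19, 1.11 and 1.04 (adjusted p = 0.00292, 0.000103 and 0.00131 from edgeR). CG9782 and CBP also rose in October (log2 fold changes 1.03 and 0.88), while CNMa had a log2 fold change of -1.20 there. The metallothionein gene MtnA (FBgn0002868, chromosome 3R from 9783407 to 9784370) was at 2867 ± 588 CPM in WT and 1193 ± 228 CPM in KD (SD, n = 3 each), a log2 fold change of -1.26 (standard error 0.16, adjusted p = 0.000145 from edgeR), and at 1.01 in October. The antibacterial genes AttB and edin had log2 fold changes of -1.90 and -1.62 (adjusted p = 0.00816 and 0.00573 from edgeR), which rested on WT replicate 3: without it they were -0.52 and -0.65 (adjusted p = 0.113 and 0.0698). Without KD replicate 3 their adjusted p was 0.0998 and 0.0806, and over the alternatives it ranged from 0.000368 to 0.287 for AttB and from 1.25e-06 to 0.716 for edin. Both went the other way in October, with log2 fold changes of 0.47 and 1.01 (adjusted p = 0.00261 and 1.25e-06 from edgeR), so the lowest value of edin belongs to a rise. AttB has near-identical copies in its family, so its counts are uncertain.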

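Of the 34 genes called in PARPi vs. WT over the December libraries, 9 (26.5%) were also called in KD vs. WT, 8 of them in the same direction, and 25 were not. Of the 907 genes called in KD vs. WT, 898 were not called in PARPi vs. WT. Both comparisons use the same 3 WT libraries, which gives an overlap with no effect at all. In 50 simulations of unchanged PARPi and KD libraries against shared WT libraries, the 34 and 907 genes with the smallest p-values shared 16.4 genes on average (8 to 23), and independent lists of these sizes would share 2.63. The simulations hold no effect of KD, and genes changed in KD alone can lower the overlap. A value below theirs therefore does not show that PARPi and KD share no effect. With DESeq2, 44 of 135 PARPi genes (32.6%) were shared, 36 in the same direction. With no filter on low counts, 139 of 293 (47.4%) were shared. The number shared by the edgeR lists moved with every library left out. It was 1, 2 and 2 without WT replicates 1, 2 and 3, 16, 42 and 2 without PARPi replicates 1, 2 and 3, and 19, 14 and 2 without KD replicates 1, 2 and 3. With the replicate number as a block, 227 of 496 PARPi genes (45.8%) were shared, 196 in the same direction. In 50 simulations, chosen after seeing the values, of unchanged groups whose libraries of the same number share a deviation, lists of 496 and 1609 genes shared 196 on average (175 to 226), 195 of them in the same direction.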

Most of the dysregulated genes in PARPi conditions were not the same in KD conditions (Figure 2B). These results confirm our previous findings that the physical presence of PARP1 acts differently on gene expression compared to its PARylation activity [9]. 

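Across the 11729 genes, the log2 fold changes of PARPi and of KD against WT had a Pearson's r of 0.44 and a Spearman's rho of 0.35, and 62.2% of the genes changed in the same direction. Genes are not independent replicates, so no p-value is given. This lay below what the shared WT libraries give by themselves: in the 50 simulations of unchanged groups, r was 0.51 on average (0.48 to 0.55), rho 0.44 and the share in the same direction 66.7%. With the WT libraries divided so that none served both comparisons, r lay between 0.015 and 0.069 over the 6 divisions, rho between -0.034 and 0.15 and the share in the same direction between 46.1% and 58.7%. For the December PARPi libraries against the October KD libraries, which share no library, r was -0.0067. These simulations draw every library independently, so they leave out any deviation that PARPi and KD libraries have in common. They also leave both groups unchanged, while 907 genes were called in KD. Changes in KD alone can lower r, so an r below the simulations does not show that PARPi and KD share no effect.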

Interestingly, of the 298 differentially expressed genes in PARPi vs. WT conditions, only 30 produced circRNAs in PARPi and 4 in WT conditions (Figure 2C). Similarly, even with the higher number of DEGs (1434) in PARP1 KD vs. WT (Figure 2A), only 20 and 22 of those produced circRNAs in KD and WT conditions, respectively (Figure 2D). These results suggest that most of the identified circRNAs produced in our experimental conditions do not seem to be regulating the expression of their host genes, as many of them were not differentially expressed. 

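Among the 246 host genes of Table S1 that were tested in December, 1 (0.407%) was called in PARPi vs. WT, the gene Pvf1, which was higher and is named after its value was seen, against 33 of the 11483 other genes (0.287%; two-sided Fisher's exact test, p = 0.514). Table S1 gives no condition, so host genes of PARPi and WT circRNAs could not be counted apart. Of 10000 random lists of the same size matched on mean expression, the middle 95% lay between 0% and 1.22%, and the host genes stood at the percentile 43.1. With DESeq2, 4 of 243 host genes (1.65%) were called, against 131 of 7620 other genes (1.72%).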

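In KD vs. WT over the December libraries, 38 of the 246 host genes (15.4%) were called, 6 higher and 32 lower in the libraries labelled KD, against 869 of the 11483 other genes (7.57%; two-sided Fisher's exact test, p = 4.93e-05). The higher share went with expression. Random lists of genes matched on mean expression were called at 14.8% on average, with the middle 95% of 10000 lists between 10.6% and 19.1%, and the host genes stood at the percentile 62.3. Of the 54 tested host genes of intronic circRNAs, 6 were called (11.1%; two-sided Fisher's exact test, p = 0.308). With DESeq2, 53 of the 246 host genes (21.5%) were called. The direction depended on the libraries: with those of both months and a term for the month, edgeR also called 53, of which 41 were higher and 12 lower.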

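The host genes that the paper names in Figure 3D and Table S2 were followed one by one. None of zfh1, alpha-Cat, luna, cdi, lola, fru, CG42674 and Tomosyn was called in December in PARPi vs. WT or in KD vs. WT in the models of the 3 groups alone with edgeR or DESeq2, while zfh1 and alpha-Cat had an unadjusted p below 0.05 in PARPi (edgeR, 0.0479 and 0.0044) and alpha-Cat in KD (0.0495). These genes were read at between 29.7 CPM (cdi) and 901 CPM (zfh1) in KD. The example of Figure 3D, zfh1 (FBgn0004606), lies on chromosome 3R from 30765926 to 30789202. It was at 955 ± 64.3 CPM in WT, 844 ± 73.7 CPM in PARPi and 901 ± 89.7 CPM in KD (SD, n = 3 each), with log2 fold changes of -0.18 and -0.084 (standard error 0.084 for both, adjusted p = 0.42 and 0.65 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In December, alpha-Cat (FBgn0010215) had the largest change among the 8 genes, from 101 ± 4.59 CPM in WT to 116 ± 4.73 CPM in PARPi (SD, n = 3 each). This was a log2 fold change of 0.21 (adjusted p = 0.19 from edgeR). In October, CG42674 (FBgn0261556, chromosome 3L from 20149614 to 20198317) was called higher in the libraries labelled KD, with a log2 fold change of 0.34 (adjusted p = 0.000129 from edgeR), against -0.040 in December (adjusted p = 0.826 from edgeR; 0.000129 to 0.959 over the alternatives). Table S2 has primers for fru, which is not among the host names of Table S1. From the few host genes among the DEGs, the paper proposes that most of its circRNAs do not regulate the expression of their host genes.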

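Gene lists for 9 processes were written by hand and tested as sets on the December libraries with camera (limma, two-sided, preset correlation between genes of 0.01, Benjamini-Hochberg over the 9 sets), since no Gene Ontology annotation was used here. In KD vs. WT, the 83 cytoplasmic ribosomal protein genes had a mean log2 fold change of -0.30 (adjusted p = 4.81e-28). Their mean level was below all 3 WT libraries in 3 of 3 libraries labelled KD, and 40 of them were called over all genes, all lower (67 when adjusted over the list alone). The 73 mitochondrial ribosomal protein genes had a mean of -0.22 (adjusted p = 1.64e-15; 32 called, all lower, 41 adjusted over the list alone), and 3 of 3 libraries lay below all WT libraries. Once a trend of the counts on gene length was removed, the means of these sets were -0.15 and -0.040 (camera, adjusted p = 2.67e-15 and 0.0251, with ranges of 3.27e-28 to 0.764 and 1.44e-20 to 0.43 over the alternatives). The 80 oxidative phosphorylation genes had a mean of -0.13 (adjusted p = 2.79e-09; 22 called, all lower, 29 adjusted over the list alone, 28 of them lower), and 2 of 3 libraries lay below all WT libraries. With the trend removed, this mean was 0.023 and the median -0.014, while the test still gave a lower set (adjusted p = 0.0364, with a range of 2.13e-14 to 0.43 over the alternatives). None of these calls held when the correlation between genes was taken from the data: fry gave an adjusted p of 0.106 for each of these 3 sets and camera with an estimated correlation gave 0.43. In October, the cytoplasmic ribosomal protein genes went the other way, with a mean log2 fold change of 0.23 (adjusted p = 3.85e-15; 4 of 4 libraries labelled KD above all WT libraries), while the mitochondrial ribosomal protein and the oxidative phosphorylation genes were lower again, with means of -0.087 and -0.11 (adjusted p = 0.0017 and 5.86e-08; 4 of 4 libraries below all WT libraries for both). In PARPi vs. WT, the 27 genes of the ecdysone response and metamorphosis had a mean log2 fold change of 0.040 (adjusted p = 0.35; 2 of 3 libraries above all WT libraries), and 1 was called when adjusted over the list alone and 0 over all genes (1361 of all genes had an unadjusted p below 0.05). Without WT replicate 1 the adjusted p of this set was 0.0277, the lowest of 0.0277 to 0.892 over the alternatives. The 70 innate immunity genes had a mean of -0.083 and a median of -0.013 in PARPi, while the test pointed to higher (adjusted p = 0.755); 2 were called over all genes, PGRP-SA and PGRP-SD, named after their values were seen, and 15 when adjusted over the list alone. The cytoplasmic ribosomal protein genes had a mean of -0.096 (adjusted p = 0.000876) with 1 of 3 libraries below all WT libraries. Without WT replicate 3 this mean was -0.024 (adjusted p = 0.946) and without PARPi replicate 1 it was -0.024 (adjusted p = 0.797).

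**Figure D2:**
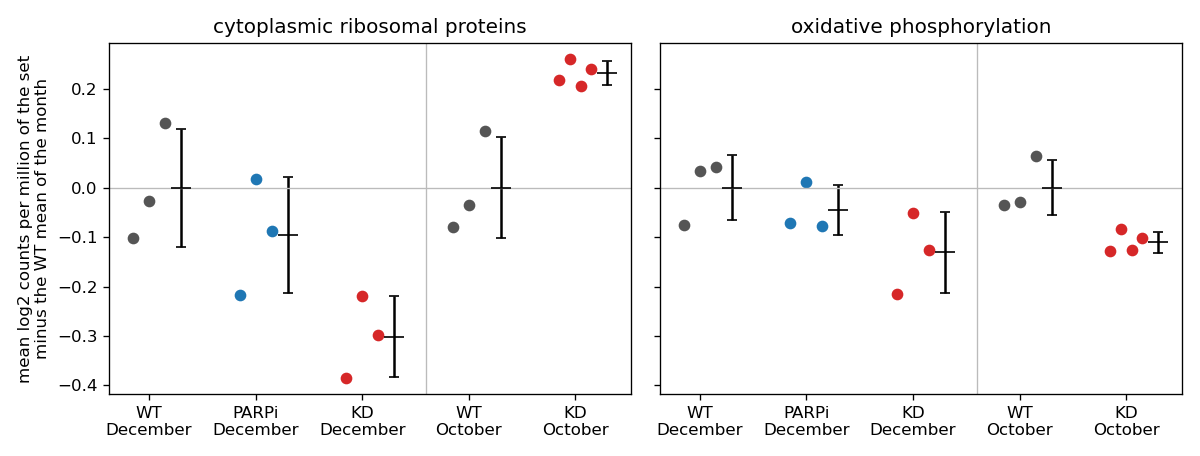
Mean log2 CPM of the cytoplasmic ribosomal protein genes (left) and the oxidative phosphorylation genes (right) in each library, minus the WT mean of the month. Points are libraries and the bar beside each group is the mean with its SD; the ribosomal protein genes lie between -0.38 and -0.22 in the December KD libraries and between 0.21 and 0.26 in the October KD libraries.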

Gene Ontology analysis identified that the PARylation-regulated biological processes that are significantly altered are involved in developmental and morphogenesis processes (Figure 2E), while the translation, ribosome, and cellular respiration processes were identified as significantly altered in PARP1 KD (Figure 2F). Enrichment analysis on those DEGs also identified the dysregulation of spliceosomal components (Figure S3), which is known to affect backsplicing. These results are in line with our previous studies on PARPi and PARP1-regulated gene expression [9].

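A list of 57 spliceosome and splicing factor genes had a mean log2 fold change of -0.062 in KD vs. WT over the December libraries (adjusted p = 0.0516 from camera, over the 9 sets), with a median of -0.011 and with 2 of 3 libraries labelled KD below all WT libraries. Of these genes, 8 were called over all genes, all lower, and 13 when adjusted over the list alone. The set had an adjusted p of 0.00796 without WT replicate 1 and of 0.0330 without KD replicate 2. Its mean was 0.065 with library sizes that leave out the 20 genes with the most counts (adjusted p = 0.735), which lies below the shift of all genes under that scaling. Over the alternatives its adjusted p ranged from 0.00796 to 0.752. In PARPi vs. WT the mean was -0.047 (adjusted p = 0.0706; 1 of 3 libraries below all WT libraries), and 0 of the genes were called over all genes (edgeR) or adjusted over the list alone. Without WT replicate 1 its adjusted p was 0.0041, and the range was 0.0041 to 0.892. With the replicate number as a block, the set had an adjusted p of 0.0205 in KD and 0.0254 in PARPi (camera). fry without the block gave 0.224 in KD and 0.735 in PARPi. In October the mean in the libraries labelled KD was 0.063 (adjusted p = 0.109), with 4 of 4 libraries above all WT libraries.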

In addition to regulating the genes at the transcriptional initiation, PARP1 also regulates alternative splicing events [9,10]. The generation of circRNAs has been shown to compete with linear mRNA splicing [32]. As such, several studies have shown that skipped exons overlap with circRNAs [33,34]. We therefore asked whether our detected PARP1-mediated circRNAs resulted from skipped exon events. We used DEXSeq [22] and rMATS [23] to determine whether circRNA host genes are differentially spliced. We detected 471 and 422 genes that were alternatively spliced in PARPi and PARP1 KD conditions, respectively, with an overlap of 201 genes between PARPi and KD (Figure 3A).

We then asked whether backsplicing was detected in the alternatively spliced genes. We found that while there were 471 genes alternatively spliced due to PARPi, only 56 produced circular RNAs (Figure 3B). Similarly, while there were 422 genes alternatively spliced due to PARP1 KD, only 52 of the differentially spliced genes produced circular RNAs (Figure 3C). These results suggest that the circRNA host genes were not predominantly alternatively spliced. Nevertheless, we asked whether those circRNAs produced from alternatively spliced genes were generated from skipped exons. Therefore, we looked for instances where a circRNA was generated from a skipped exon event or for a circRNA that was lost due to a retained intron event. We did not find this to generally be the case. Out of the 422 KD differentially spliced genes, only 38 (9%) had a skipped exon event that also produced circRNAs in PARP KD (Table S3). Similarly, 42 out of the 471 (8.9%) differentially spliced genes had a skipped exon that also produced circRNAs in PARPi conditions (Table S3). Examples of Sashimi plots showing the overlay of skipped exons and backsplicing in WT, PARPi, and KD conditions are shown in Figure 3D. These results further support the finding that PARP1-mediated circRNAs are not ‘by-products’ of splicing but are true backsplicing events. 

Lastly, to further delineate the function of these circRNAs, we asked whether the generated circRNAs regulate gene expression by acting as miRNA sponges. Since very few miRNAs and their targets have been validated in the Drosophila genome and because of the high phylogenetic conservation of microRNA sequences [35], we used the human miRNA sequences as seeds to determine potential miRNA target sites present within our discovered circRNAs. Several microRNAs were detected as possible targets for the unique circRNAs produced in WT, PARPi, and KD conditions (Figure S4). We used the top possible 100 microRNA targets for GO biological processes (Figure 4) and KEGG pathway analysis (Figure S4) to determine the functional impact on circRNA–microRNA targeting. These analyses showed that circRNAs generated in WT conditions could target microRNAs important in development, differentiation, and cell cycle processes. Furthermore, the possible targets for the circRNAs generated in PARPi conditions are involved in very similar processes as those for WT-generated circRNAs, such as development, adhesion, and cell cycle. On the other hand, the KD-generated circRNAs are involved in other pathways such as RNA biogenesis, translation, and chromatin remodeling (Figure 4). In summary, the possible microRNA targets of circRNAs generated in WT and PARPi conditions seem to favor processes and pathways involved in development and differentiation, supporting PARP1’s role in proper development (Figure 4 and Figure S4), while the potential KD circRNA–microRNA pathways target many RNA processes including ribosome and RNA processing and splicing (Figure 4 and Figure S4), supporting PARP1’s role in splicing regulation, a key component of circRNA biogenesis. 

### 3.3. Characterization of Host Gene Architecture

Gene architecture and sequence bias, together with epigenetic marks, dictates the space–time (Figure 5A) of co-transcriptional splicing [36] and backsplicing [37,38,39]. To explore whether PARP1 plays a role in this space–time model, we profiled the gene architecture (gene, exon, and intron lengths) and the sequence bias in host genes and circRNAs found in PARP1 WT and compared these to those generated in PARPi and KD conditions. The findings are summarized in Figure 5. 

Gene Length: The host genes of circRNA-producing genes are, on average, longer and contain more splice sites than other genes [14]. We therefore compared the length of the genes in WT, PARPi, and KD conditions. We found that the genes producing circRNAs in all the conditions were, on average, longer than other genes (Figure 5B). However, there were no significant differences in the gene length between the conditions. These results support earlier findings that circRNA-producing genes are generally longer [14,40,41]. 

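Lengths were taken from the annotation for the 249 host genes of Table S1 that matched it, with all conditions together. The host genes had a mean length of 30212 ± 42286 bp (SD, n = 249) and a median of 17207 bp, and the other 17624 annotated genes had a mean of 5408 ± 21277 bp and a median of 1671 bp. The mean log2 length differed by 2.93 (two-sided permutation test with 100000 resamples, p = 1e-05, the smallest it can give). Against genes matched on mean expression the difference was 2.00, and none of 10000 such lists had a mean log2 length as large (0 of 10000, permutation p = 0.0001, the smallest it can give). Among protein-coding genes only, it was 2.43.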

Intron Length: circRNA-producing host genes have atypical exon and intron lengths, with the exons within the circRNAs generally being shorter and the introns adjacent to the backsplice sites being exceptionally long [41,42]. We asked whether our PARP1-mediated circRNAs follow this principle. First, we analyzed the introns and observed that in PARP1 WT conditions, the flanking upstream and downstream introns of the circRNAs are, on average, 9131 bp and 9355 bp long, respectively (Figure 5C; Table S4). These introns are longer than the typical Drosophila intron, which has an average length of 1832 bp (Figure 5C). 

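The annotation of BDGP6 holds 60508 distinct introns with a mean length of 1717 ± 6488 bp (SD) and a median of 101 bp. The upstream intron was longer than this mean in 174 of 229 exonic circRNAs of Table S1 and the downstream intron in 164 of 229.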

The circRNAs in PARPi conditions were flanked upstream and downstream by very long introns of average lengths of 14,395 bp and 8228 bp, respectively (Figure 5C). In KD-producing circRNAs, the upstream introns were longer on average (11,251 bp) than WT upstream introns (9131 bp). Conversely, the downstream introns were shorter on average (6089 bp) than the WT downstream introns (9355 bp) (Figure 5D). Interestingly, while the WT-produced circRNAs had symmetrical flanking intron lengths, the depletion of PARylation and PARP1, resulted in circRNAs with introns of lopsided lengths, with the upstream intron almost twice as long as the downstream intron (Figure 5D). We made another interesting observation when we compared the lengths of the internal introns for the multiple exonic circRNAs. While the internal introns of the circRNAs produced in WT and PARPi circRNAs were of average lengths of 3683 bp and 4431 bp, respectively, the internal introns of the circRNAs produced in KD conditions were shorter and were consistent with the average length of the introns in Drosophila (Figure 5C). 

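Over the 229 exonic circRNAs of Table S1 whose ends matched annotated exons with an intron on each side, the upstream intron had a mean length of 10132 ± 14053 bp (SD) and a median of 5046 bp, and the downstream intron a mean of 10625 ± 16459 bp and a median of 4346 bp. Table S1 does not give the condition of each circRNA, so these values cover WT, PARPi and KD together, and lengths per condition were not analysed here. The upstream intron was the longer one in 116 of the 229 (50.7%), and the mean difference of upstream minus downstream log2 length was 0.12 (paired two-sided permutation test with 100000 resamples, p = 0.465). Where transcripts of a gene gave several introns at a site, taking the shortest at each changed the direction of this difference, to -0.35 (same permutation test, p = 0.0521). Over the 153 circRNAs of several exons, the introns inside had a mean length of 3008 ± 6640 bp (SD) and a median of 420 bp.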

In general, our results are in line with previous studies showing that flanking introns of circRNAs are generally longer [14,41,42].

Exon Length: In general, the exons participating in circularization in all conditions are shorter than the average Drosophila exon, with an average length of 292 bp. 

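The 83876 distinct exons of the annotation had a mean length of 542 ± 768 bp (SD) and a median of 298 bp. The mean exon length per circRNA, over the 230 matched circRNAs of all conditions together, was 433 ± 423 bp (SD, n = 230) with a median of 293 bp, and it lay below the mean of all exons in 173 of the 230. Exon lengths are skewed, with a mean far above the median, so this share does not show shorter exons. The medians of 293 and 298 bp were close. The paper's own mean for other exons, in Table S4, is 529.544 bp.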

In detail, WT exons were 372 bp long on average, and PARPi and KD were 292 bp and 351 bp long on average, respectively (Figure 5E). Since single exonic circRNAs tend to have longer exons than multiple exonic circRNAs, we further analyzed the average exon length of single exonic circRNAs compared to the average exon length of multi-exonic circRNAs. This analysis supported previous studies [41] showing that the exons of multi-exonic circRNAs are shorter on average than those from single-exonic circRNAs (Figure S5A–C).

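Among the matched circRNAs of Table S1, all conditions together, the exon of the 77 single exonic circRNAs had a mean length of 665 ± 572 bp (SD, n = 77) and a median of 551 bp. The exons of the 153 multi-exonic circRNAs had a mean of 317 ± 254 bp (SD, n = 153, averaged within each circRNA first) and a median of 250.5 bp. The mean log2 length differed by 0.95 (two-sided permutation test with 100000 resamples, p = 1e-05, the smallest it can give).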

Based on the gene architecture, it seems that WT-generated circRNAs have similar gene features as PARPi, apart from the lopsided intron length (longer upstream introns and shorter downstream introns). The KD of PARP1 produced circRNAs from genes with very different architectural features generally compared to circRNAs produced in WT and PARPi conditions. 

Sequence Composition: Sequence bias includes G-quadruplex content, inverted repeats, and RNA protein-binding motifs. To begin to understand whether the PARP1 regulation of circRNA biogenesis occurs via cis base pairing of sequences and/or in trans by recruiting RNA-binding proteins (RBPs), we used a comprehensive analysis in determining the sequence bias in the introns flanking the circRNAs. We first asked whether repeat elements (REs), which have also been implicated in circRNA biogenesis, could be important for PARP1-mediated backsplicing and circularization. Since *Alu*-transposable elements, implicated in circRNA biogenesis, are absent in the Drosophila genome [43], we focused our analyses on other REs, including Drosophila-transposable elements [44]. We observed that, in general, there is an enrichment of satellite repeats, LINEs, and LTRs, and a loss of simple repeats and low complexity sequences in the flanking introns of circRNAs in all conditions compared to all genomic intronic sequences. However, some differences in the enrichments were detected. In WT conditions, there was a slight enrichment of satellite repeats in downstream introns compared to the upstream introns, while LINEs were more enriched in upstream introns compared to downstream introns (Figure 6A). PARPi showed enrichment of satellite repeats in upstream compared to downstream introns, while LINEs showed more enrichment in downstream introns compared to upstream introns (Figure 6B). In KD conditions, the results were more dramatic. The flanking introns of the circRNAs generated are not only devoid of rolling circle repeats but are highly enriched with satellite repeats compared to other Drosophila introns (Figure 6A–C). In addition to satellite enrichment, these introns were more enriched in LINEs with a bias of upstream enrichment compared to the downstream introns. In summary, compared to WT and PARPi, PARP KD flanking introns were most enriched for satellite repeats devoid of LINEs. These results suggest that the circRNAs generated in the presence of PARP1 use different repeats compared to non-PARP1-regulated circRNAs.

Like REs, which help form pre-mRNA looping through base pairing in flanking introns, RNA binding proteins (RBPs) also mediate the biogenesis of circRNAs by binding to flanking introns in trans and homodimerization via protein–protein interactions [45]. Since PARP1 recruits splicing factors [9] and DNA repair proteins [46,47], we asked whether PARP1 might be mediating circRNA biogenesis via the recruitment of RBPs. Due to the lack of well-documented RNABPs in Drosophila, we analyzed sequences surrounding our identified circRNAs for enriched motifs of known human RBPs compared to background. Specifically, we analyzed those RBPs whose motifs were found symmetrically within the introns flanking the 5′ and 3′ backsplice sites. The motifs for several RBPs were found significantly (*p* < 0.05) enriched in each of the conditions (Figure 6D). Some of these RBP motifs were also unique for each condition, while some showed overlap in the conditions. Interestingly, the motifs for QKI, ANKDH1, and SRSF10 overlapped in the WT and KD conditions (Figure 6D). Since PARylation impacts the function of SFs, we also analyzed the binding sites in PARPi host genes. The motifs for seven RBPs were enriched in these introns (Figure 6D) and only three of these motifs were unique to the PARPi condition. The others were shared in the other conditions—three RBPs were shared with WT host genes and only one RBP motif (RBM28) was shared between the PARP KD and PARPi conditions. These results again suggest that the effects of the presence of PARP1 (WT and PARPi) are more common than in KD conditions. The presence of QKI and ANKHD1 motifs in all three conditions indicates their importance in general circRNA biogenesis [48,49].

Since PARP1 is known to bind G-quadruplexes [50], and G-quadruplexes are enriched at splice sites to modulate alternative splicing [51], we considered the possibility that G-quadruplexes may be differentially enriched within PARP1-regulated host genes. Surprisingly, we found a reduction of G4 within all host genes’ introns identified in our model compared to background (Figure 6E). However, studies have reported reduced GC content as a feature of host genes, so we wanted to ensure that our observation of reduced G-quadruplexes was not an artifact of nucleotide composition. We first looked for differences of AT/GC content (Figure S6A–F) within our host genes compared to background and found no significant differences (Figure S6A,B). We then looked for individual nucleotide bias in these genes and, interestingly, found the enrichment of A and C nucleotides, with a concurrent depletion of Ts (Figure S6D,F). This trend was exaggerated in the PARP KD samples, although was not found to be significantly different from the WT host genes. Nevertheless, there was no difference in the density of G nucleotides (Figure S6C), despite the depletion of G-quadruplex motifs. We also profiled the intron-exon boundaries of the circRNA splice sites. We found no significant differences in GC content within the 500 bp intronic regions upstream and downstream of the backsplice site in the WT conditions compared to the PARPi and KD conditions (Figure S6G).

### 3.4. Profiling of Host Gene RNAPII Pausing

Gene architecture regulates the movement of RNAPII in transcription to mediate co-transcriptional splicing. We previously showed that PARP1, as an alternative splicing mediator, regulates RNAPII pausing within gene bodies [8], specifically at exon–intron boundaries. We wondered whether the PARP1-mediated pausing of RNAPII could also regulate backsplicing. For this, we utilized our previously acquired NET-seq dataset, GSE118266 [10], to determine whether PARP1 regulates pausing at different regions within the host genes. We observed remarkably distinct RNAPII pausing profiles in WT host genes compared to KD host genes (Figure 7). In the WT host genes, which have more conserved-like circRNA gene architecture (Figure 5A), there is generally a high accumulation of RNAPII along these genes compared to KD genes. In detail, consistent with our studies [10] and others [41], there is significant pausing of RNAPII at the promoters of these genes, and at exon–intron boundaries [41,52]. Of interest to circRNA biogenesis, we also observe RNAPII pausing earlier in the gene, at exon 1 and at the acceptor exons of the circRNAs, relative regions downstream of the circRNA (Figure 7A,B). In contrast, the pausing in KD host genes was significantly less compared to WT host genes (Figure 7A–D). Additionally, in the host genes in KD conditions, RNAPII accumulated in the downstream region of the circRNAs (Figure 7A,D). When PARP1 was knocked down, the pausing of RNAPII in the WT host genes was decreased, except for regions found internal to the circRNA (Figure 7E). On the other hand, pausing was generally increased in the KD host genes when PARP1 was depleted (Figure 7F). These results suggest that the depletion of PARP1 in KD host genes may increase the speed of RNAPII along the gene body and increase the resident time of RNAPII downstream of the backsplice donor, to favor backsplicing in these genes with less favorable gene architecture. 

### 3.5. PARP1 Regulates the Transcriptional Output of circRNA Host Genes (NanoString)

Since PARP1 regulates both transcription initiation and splicing, we next asked whether PARP1 regulates the types of isoforms from a particular gene. To answer this question, we calculated the circular to linear ratio of the circRNA host genes. For this analysis, we chose circRNAs that were common between the treatment groups and used the direct digital counting of RNA molecules by NanoString technology. This method bypasses the problems of concatemerization during reverse transcription in qRT-PCR (Figure 8A). We designed a custom codeset targeting the unique backsplice junctions for circRNA detection and another codeset targeting the mRNA regions not included in the circular products to detect host gene linear mRNAs (Figure 8A). This setup allowed us to simultaneously quantify both the linear and circRNA transcripts from 26 host genes in WT, KD, and PARPi conditions. First, we calculated the expression of these genes in WT and compared them to PARPi and KD conditions. Normalized raw counts were used to measure the fold change between PARPi and KD to WT conditions. We showed that the inhibition of PARylation activity resulted in the fewest changes in host gene expression, with only seven host genes (27%) altered (Figure 8B). The knockdown of PARP1 had a greater impact, altering the expression of 18 host genes (69%) (Figure 8C). We reasoned that since knockdown is not knockout, the residual PARPi might still have PARylation activity. We therefore performed similar experiments whereby the knockdown cells were treated with PARP1 inhibitors (KD + PARPi). This combination of PARP1 KD and PARPi, as expected, resulted in the greatest degree of change in host gene expression (73%) (Figure 8D). Three host genes (11%) remained unaltered regardless of treatment. These results suggest that the presence of PARP1 is more important in PARP1-mediated gene expression from these genes than PARylation inhibition. Second, we investigated whether PARP1 mediates the overall gene transcriptional output. We analyzed the ratio of changed circRNA expression to the change in linear mRNA expression from each host gene in the PARPi, PARP KD, and combined treatments (Figure 8E–G). We plotted the log2fold change of each circRNA expression compared to the log2fold change of its host linear mRNA. While a change in the expression of most of the circRNAs correlated positively with linear mRNA expression, most did not follow a 1:1 ratio change. These results indicate that there is a splicing regulation and not generally a transcription initiation regulation. We found that 19% (five) of the genes showed an increased C:L ratio, 50% (thirteen) showed a decreased C:L ratio, and 31% (eight) showed no significant change in expression due to PARP1 KD (Figure 8E–G). These results suggest that PARP1 could be regulating transcriptional output and changing the types of transcriptional events generated. 

A recent study showed that the differential movement of RNAPII between introns and exons dictates a C:L ratio and ultimately the transcriptional output [41]. To understand whether PARP1 could be regulating differential exon/intron RNAPII movement and changing the transcriptional output, we measured the PARP1-mediated pausing within the introns and exons of the host genes. Since most circRNA measured consisted of single exons, very little pausing was detected overall for introns or exons within the backsplice sites (65.5% no change for exons, 79.3% no change for introns) (Figure S7A,B). In general, we observed increased pausing within the host gene exons (57.7% increased pausing compared to 11.5% decreased pausing and 30.8% no change). The pausing changes within introns upon PARP1 KD were more bimodal/diverging with increased (53.8%) or decreased pausing (34.6%). Only 11.5% of the host gene introns showed no change. Nearly all the genes with altered exon pausing also had changes in intronic pausing (94.5%) (Figure 8H). We next profiled the pausing within the host gene introns and exons for those genes with an increased C:L ratio and compared them to those with a decreased C:L ratio. Interestingly, in both cases, the exons showed increased pausing; however, in the genes that had an increase in the C:L ratio, the introns showed decreased pausing, whereas the genes with a decrease in the C:L ratio showed increased pausing within the introns as well (Figure 8I). These results suggest that PARP1 regulates differential RNAPII movement between exons and introns to elicit specific transcriptional output. 

## 4. Discussion

Our previous studies [9,10] and the studies of others [53,54] showed that PARP1 regulates splicing. Specifically, we showed that PARP1 directly regulates co-transcriptional splicing, whereas PARylation acts indirectly by PARylating and activating splicing factors. In the present study, we now show that PARP1’s role in splicing regulation extends to backsplicing, as we detected many unique circRNAs in WT, PARPi, and PARP1 KD conditions. We also hypothesize that PARP1 regulates circRNA biogenesis through the same co-transcriptional mechanisms by which it regulates linear splicing. 

The low expression levels, the shared sequence identity of circRNAs with their cognate linear mRNAs, and the fact that they can only be detected via the backsplice junction reads makes detection and quantification challenging. Though several bioinformatic detection tools have been developed as well as the enrichment of circRNAs after RNAse digestion, the detection and quantification of circRNAs still suffers from low accuracy and high false-positive rates [55,56]. In our study, we used seekCRIT [18], a computational tool that identifies all transcripts, including circRNAs, from high, in-depth sequencing of ribosomal-depleted RNA. Even with these high sequencing reads, we were not able to detect many significant changes in the expression of circRNAs caused by PARylation inhibition or PARP1 depletion. Thus, to understand the impact of PARP1 and its PARylation activity on circRNA biogenesis, we focused on the circRNAs that were uniquely detected and analyzed the regulatory elements that might aid in their biogenesis and how PARP1’s presence might facilitate their biogenesis. 

In general there is no consensus mechanism for the biogenesis of circRNAs [57]. It is widely understood that cis and trans elements mediate circRNA biogenesis, bringing circRNA-forming exons into proximity [58,59]. For instance, cis-regulatory elements such as intronic complementary or repeat sequences and non-complimentary sequences or RNA binding proteins sites [60] may create secondary structures that facilitate back splicing. To test, we profiled cis elements such as the length of flanking introns, repeat elements, GC content, and RNA-binding motifs surrounding the unique circRNAs generated in WT, PARPi, and KD conditions. We found interesting patterns, as follows. (1) The flanking intron length for WT circRNAs was symmetrical, while in PARPi and KD, the upstream introns were relatively longer compared to the downstream intron length. We therefore hypothesize that circRNAs generated after the depletion of PARP1 or its enzymatic activity require longer 5′ flanking intronic sequences, providing enough resident time for RNAPII movement, a critical regulator for alternative splicing [61,62] and backsplicing [41,63]. The differences in the intron lengths between the conditions may also introduce more complementary repeats or RBP motifs, which could aid in promoting exon circularization [59]. (2) We profiled repeat elements and found that while the flanking introns in all conditions were enriched in transposable elements (LINES and LTRs) and satellite repeats, they were depleted in simple repeats (Figure 6A–C). However, some differences in the enrichment level between the conditions were observed. Of particular interest was the differential presence of helitrons such as Drosophila interspersed elements, or DINES, and miniature inverted-repeat transposable elements, or MITEs, between the treatment groups (Figure 6A–C). They were more enriched in PARPi conditions than in wild type host genes and were reduced in PARP KD host genes (Figure 6A–C). While we do not yet understand the significance of this difference in enrichment, it is possible that the enrichment of satellite repeats in our host genes is due to intron expansion during evolution, which is a known function of satellite repeats [64]. However, further research will be needed to explore this possibility and the significance of this association. (3) We also analyzed the GC content and G-quadruplexes, which fold into complex structures, and both are important for splicing regulation [65] and are also bound by PARP1 [53,66]. While we observed differences in the GC content between introns and exons, there was no significant difference between the conditions (Figure S6A,G). G-quadruplexes are enriched at splice sites to modulate alternative splicing [51] and can be bound by PARP1 [67], possibly with consequences in circRNA biogenesis. While a general depletion of G-quadruplexes was found within the flanking introns of circRNAs in all conditions, this depletion was exaggerated in PARP1 knockdown (Figure 6E). No studies have yet shown the importance of G-quadruplexes in the formation of circRNAs. This finding is very likely not an artifact of low GC content in the host genes of circRNAs since we found no difference in the G-density in these regions (Figure S6C). We hypothesize that, most likely, the reduction in G-quadruplexes near circRNAs might be evolutionary and requires further studies to understand the functional relevance. 

Is PARP1 acting to mediate the time needed for RNAPII to move along the gene body? Just as shown previously, the flanking introns of circRNAs in all conditions were long [41]. In WT, we observed that the flanking introns were symmetrically longer, whereas in the depletion of PARP1 or its enzymatic activity, the upstream introns were longer compared to the downstream introns. Long introns introduce the time needed for RNAPII movement, which is critical for splicing, presenting a “window of opportunity” for RNAPII and its associated splicing factors to decide the splicing decisions [68]. This would be especially true for backsplicing because the upstream acceptor must still be available by the time the downstream donor is synthesized. We tested how the PARP1–chromatin structure mediates this window of opportunity for RNAPII to regulate circRNA biogenesis. Our analysis shows PARP1-mediated RNAPII proximal pausing as well as pausing at the upstream acceptor exon of the circRNA (Figure 7A). This is in line with our studies and those of others showing PARP1’s role in RNAPII pausing at the promoter [7,9] and at intron/exon boundaries [10]. A comparison of this RNAPII pausing within these same genes in KD conditions, where no circRNAs are produced, showed the loss of this proximal and intron/exon boundary pausing. However, a strong pausing is seen within the exons that would have otherwise formed circRNAs in WT conditions. We speculate that this change of RNAPII movement in the KD condition then promotes linear splicing. This is an interesting idea, which is also favored when we analyze the pausing patterns in KD conditions. In KD conditions, where circRNAs are produced in the absence of PARP1, we observed low pausing in the proximal promoter and circRNA acceptor regions, and a marked accumulation of RNAPII pausing downstream of the circRNA at the immediate downstream intron/exon of the circRNA donor (the end of the circRNA transcript). These results are consistent with PARP1’s role in RNAPII elongation—a lack of PARP1 causes the movement of RNAPII towards the 3′ end of the gene. 

How are circRNAs made in the absence of PARP1? We hypothesize that the downstream pausing observed in the KD conditions compensates for the reduced 3′ flanking intron length. Just like with WT, where the longer introns create a window of opportunity for the time needed for RNAPII to move further into the gene body, and the increased pausing downstream in PARP1 KD equally affords such time needed for circRNAs to be generated. These studies show that PARP1 mediates a chromatin structure that aids in creating the window of opportunity for RNAPII and its associated factors to make the splicing decisions. If this is the case, we analyzed the impact of PARP1-mediated RNAPII movement in host exons and introns on transcriptional output (circular to linear ratio). We used NanoString to measure the circRNA expression alongside the linear expression. We observed that there is a general increase in the pausing in exons. However, when the increase in exon pausing was accompanied by an increase in intron pausing, more circRNAs were made from the gene. On the other hand, when exon pausing was accompanied by decreased intron pausing, more linear transcripts were made from the same gene. Our results are consistent with those of the circular to linear ratio [63]. Overall, our results support the role of PARP1 in regulating the dynamic RNAPII pausing in backsplicing [41], but show that PARP1 fine tunes the movement of RNAPII between host gene exons and introns for transcriptional output decisions. 

Taken together, these results show that PARP1 regulates not only regular splicing, but also backsplicing. We also show that the interplay of certain cis features and trans features and PARP1 regulate backsplicing. We further show that by binding to the chromatin structure, PARP1 modulates not only the rate of RNAPII, but also the dynamic movement within different regions of the gene for specific transcriptional output decisions. More studies will be needed to test the direct effect of PARP1 on RNAPII movement in circRNA host gene bodies. These studies, however, provide a first glimpse of PARP1–chromatin function in modulating backsplicing decisions, providing a platform to directly mechanistically examine the factors that mediate this function of PARP1.

## Figures and Tables

**Figure 2:**
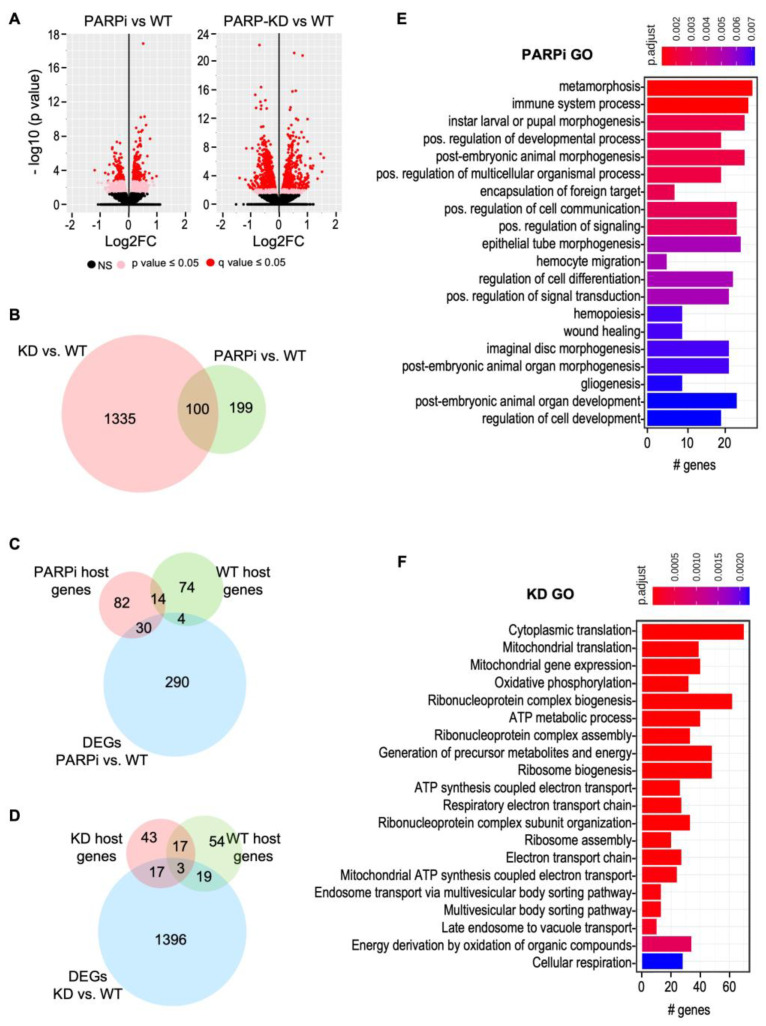
Gene regulation mediated by PARP1 and PARylation. (**A**) Volcano plots showing differentially expressed genes in PARPi and PARP KD vs. WT conditions. Y-axis is -log *p*-value and x-axis is the log2 value of the fold change. Each dot represents one gene. Black dot represents no significant difference, pink represents *p* < 0.05, red dot represents q value < 0.05. (**B**) Venn diagram showing the DEGs that overlap between PARP KD (pink) compared to inhibition of its PARylation activity (green). (**C**) Venn diagram showing PARPi host genes (red) compared with WT host genes (green) and genes differentially expressed in PARPi (blue). (**D**) Venn diagram of PARP KD host genes (red), WT host genes (green), and genes differentially expressed in PARPi (blue). Numbers depicted in the intersections between circles represent the numbers of genes that are commonly regulated in two, three, or four conditions. (**E**,**F**) Top 20 enriched GO biological processes ranked by significance for PARP1 (**E**) and PARP KD (**F**).

**Figure 3:**
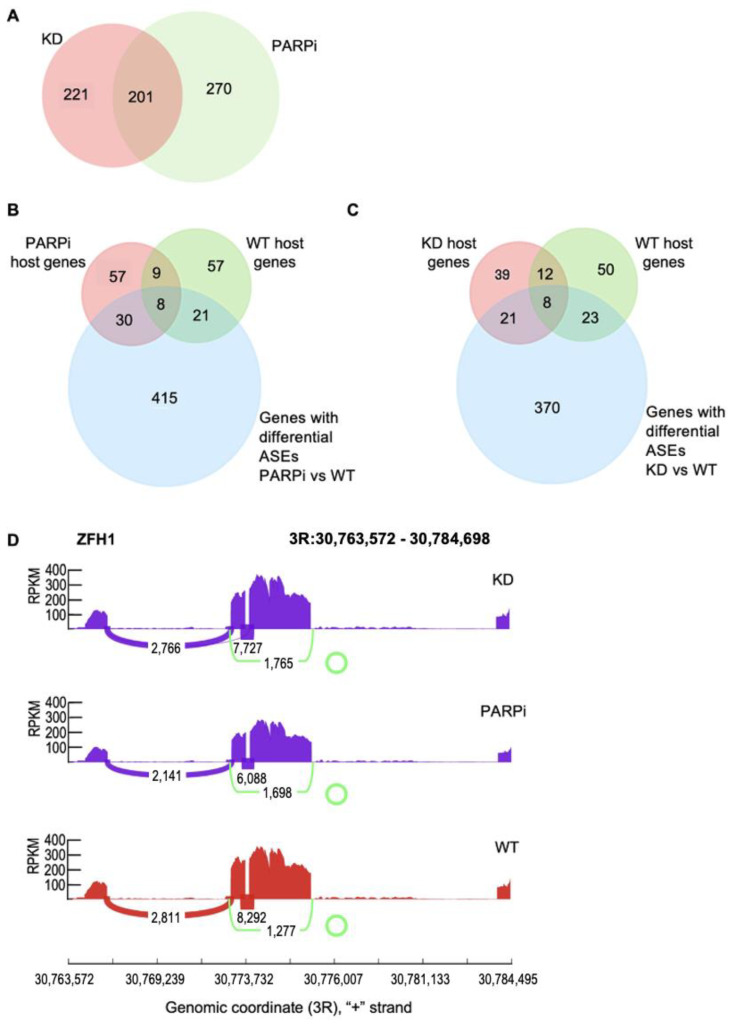
Global alternative splicing events mediated by PARP1 and PARylation. (**A**) Venn diagram showing the differentially spliced genes detected by MATS in PARP1 knockdown compared to PARylation inhibition (PARPi). (**B**) Venn diagram of the host genes of the circRNAs generated in WT and PARPi over the differentially spliced events in PARPi compared to WT conditions (*p* < 0.01, by Student’s *t*-test). (**C**) Venn diagram of the host genes of the circRNAs generated in WT and PARP KD over the differentially spliced events in PARP1 KD compared to WT conditions. PARP1-mediated ASEs (alternative splicing events) detected by rMATs (*p* < 0.01, by Student’s *t*-test). (**D**) Sashimi plots of one example of a host gene, ZFH1, showing alternative splicing events and circRNAs formed in each condition.

**Figure 4:**
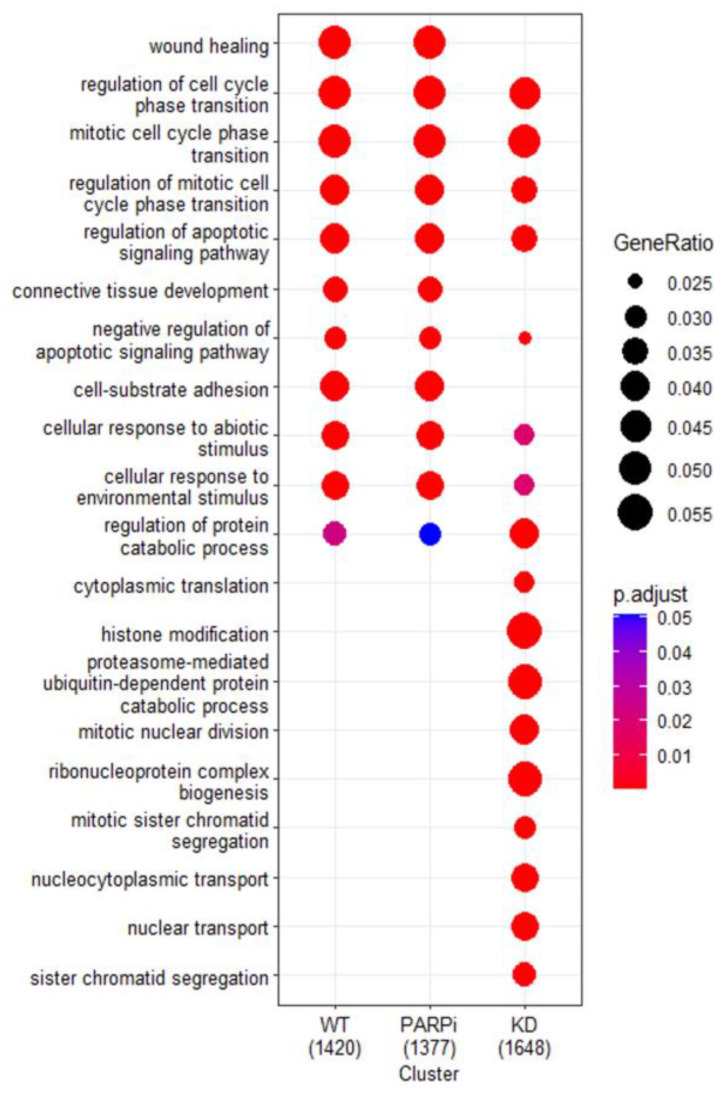
Prediction of PARP1 and PARylation circRNA–miRNA–mRNA regulatory network. Dot plot comparison of differential GO biological processes regulated by predicted circRNA–microRNA interactions for circRNAs unique for WT (column 1), PARPi (column 2), and PARP1 KD (column 3). The most frequent miRNA targets in each experimental circRNA group were identified from miRTarBase (Release 9.0) [24] relative to human miRNA seeds. The target functional annotation was completed using clusterProfiler.

**Figure 5:**
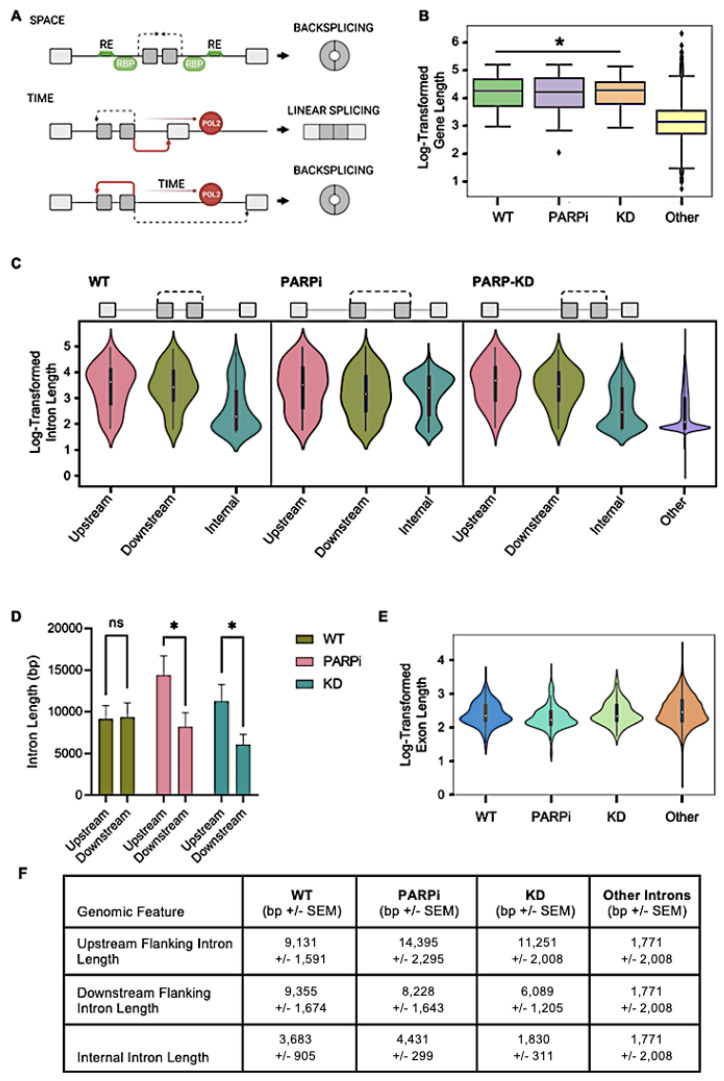
Linear architecture of circRNA host genes is altered upon PARP1 disruption. (**A**) Schematic diagram describing the influence of transcriptional space and time on backsplicing. Boxes represent exons, lines represent introns, factors regulating transcriptional space are green, RNAPII is red. Repeat elements and RBPs in flanking introns bring backsplice sites into close physical proximity to promote backsplicing. The prolonged time it takes for RNAPII to travel to a downstream acceptor provides a window of opportunity for backsplicing to occur. (**B**) Mean length of WT (green), PARPi (purple), PARP KD (orange) host gene lengths compared to other Drosophila genes (yellow) (* *p* < 0.01 vs. Other). (**C**) Lengths of upstream introns (pink), downstream introns (green), and internal introns (teal) compared to other Drosophila introns (purple) in WT (left), PARPi (middle), and PARP KD (right). (**D**) Bar graph highlighting the difference in upstream vs. downstream intron lengths (bp) in WT (green), PARPi (pink), and PARP KD (teal). Students *t*-test comparing upstream to downstream (* *p* < 0.05, error bars represent SEM). (**E**) Lengths of exons in WT (blue), PARPi (teal), and PARP KD (green) compared to other Drosophila exons (orange). (**F**) Table summarizing the mean lengths shown in the figures.

**Figure 6:**
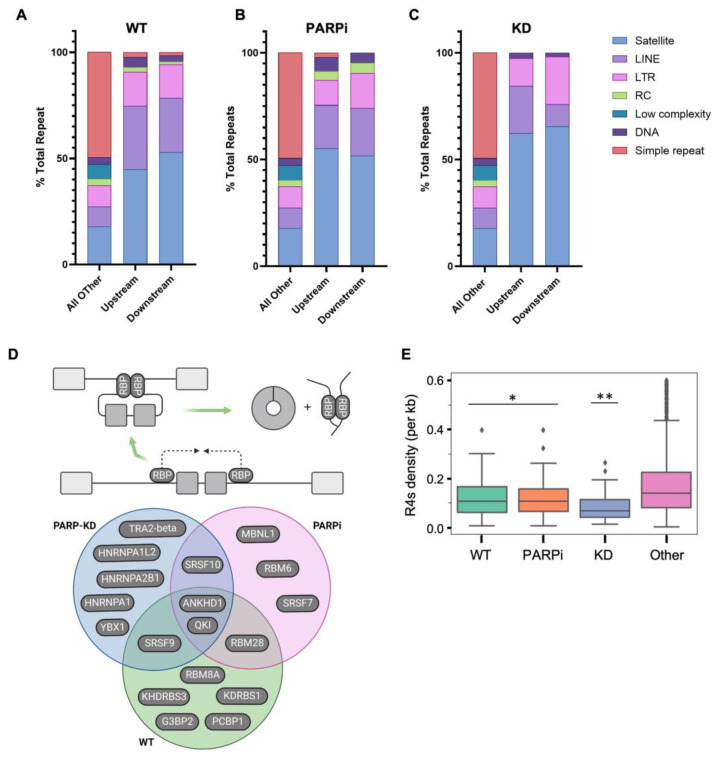
Flanking introns are differentially enriched for elements that regulate transcriptional space. The flanking introns of circRNA host genes were differentially enriched with repeat elements. Repeat elements enriched in wild type (**A**), PARPi (**B**), and PARP KD (**C**) upstream and downstream flanking introns compared to other Drosophila introns by type. (**D**) Venn diagram comparing RBP motifs significantly enriched (*p* < 0.05) within both flanking introns of WT, PARPi, and PARP KD. The presence of unique sets of RBP motifs in flanking introns suggests PARP1 circRNAs are regulated by different pathways. (**E**) Box and whisker plot showing the density of R4 G-quadruplexes in WT, PARPi, and KD host genes compared to other Drosophila genes. The results (bar graph) are represented as mean plus SEM (*n* ≥ 3; Student’s *t*-test, * *p* < 0.05, ** *p* < 0.05). The G-quadruplexes in the host genes and other Drosophila genes were identified using quadparser [26].

**Figure 7:**
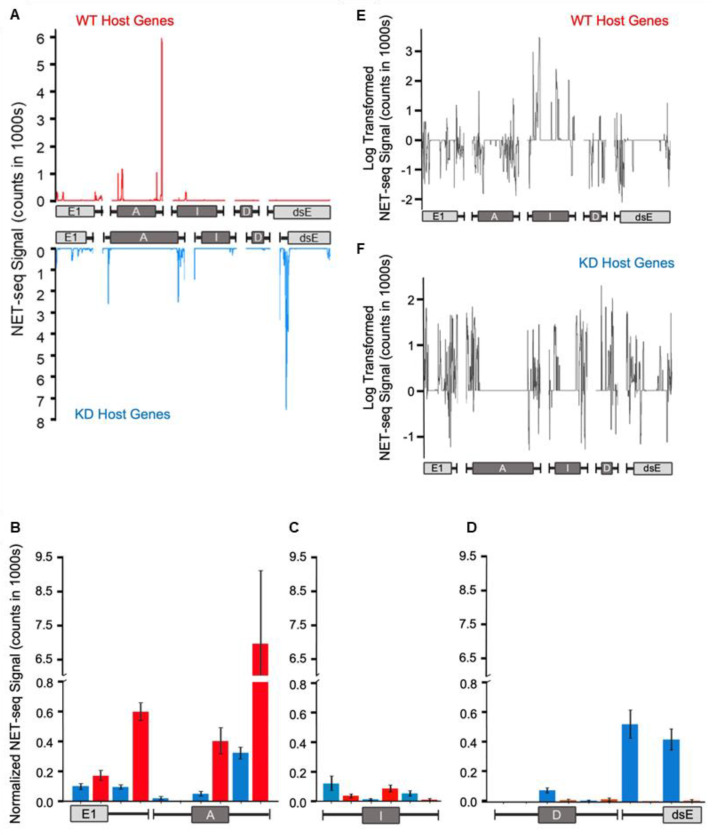
circRNA host genes in PARP KD exhibit distinct pausing profiles compared to WT circRNA host genes. NET-seq data were used to measure RNAPII pausing in WT and PARP KD conditions. Pausing was measured at exons (boxes) and 300 bp upstream and downstream of exons (solid lines). For each set of host genes, pausing within gene bodies was measured at exon 1 (E1) upstream of circRNA exons, the circRNA acceptor exon (**A**), the circRNA internal exons (I), the circRNA donor exon (**D**), and the exon downstream of the circRNA region (dsE). (**A**) RNAPII accumulates early in WT host genes (top) compared to pausing within PARP KD host genes (bottom) where RNAPII stalls at the dsE. (**B**–**D**) Bar chart showing a side-by-side comparison of the differences in RNAPII accumulation at specific host gene regions as described in (**A**). The differences in RNAPII pausing upstream of the acceptor and acceptor regions of the circRNA are shown in (**B**), while (**C**) and (**D**) show differences in RNAPII pausing internal to the circRNA and downstream of the donor exon of the circRNA, respectively. (**E**,**F**) The change in RNAPII pausing within WT (**E**) and PARP KD (**F**) host genes upon PARP1 depletion.

**Figure 8:**
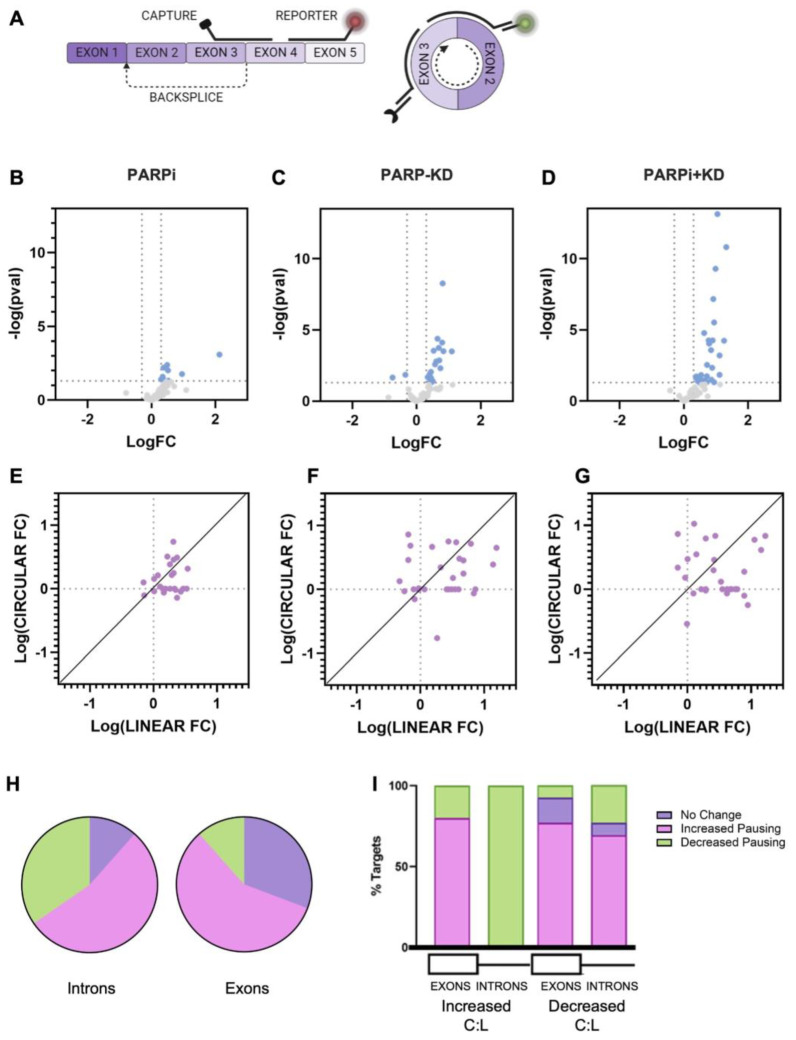
PARP1 fine tunes host gene transcriptional output through RNAPII pausing within host gene introns. (**A**) Schematic diagram of the NanoString codeset design. RNA transcripts are detected with complementary capture and reporter probes designed to hybridize the linear splice and circular backsplice junctions, respectively, for each host gene. Transcripts from ribosomal-depleted paired-end RNA-seq were counted via a unique fluorescent barcode assigned to each reporter probe. (**B**–**D**) Volcano plots showing the logFC of host gene expression due to PARPi (**B**), KD (**C**), and PARPi + KD combination treatment (**D**). Each dot represents either an mRNA or a circRNA transcript. Gray dots logFC < 2, *p* > 0.05; blue dots logFC > 2, *p* < 0.05. The log fold change of the circular transcripts was plotted against the log fold change of the linear mRNA for each host gene in PARPi (**E**), KD (**F**), and PARPi + KD combination treatment (**G**). (**H**) Pie charts showing the proportion of host genes with increased pausing (pink), decreased pausing (green), or no change in pausing (purple) within introns (left) or exons (right) upon KD. (**I**) Stacked bar graph showing the change in pausing within exons or introns of host genes. Host genes with increased circular to linear (C:L) ratio were compared to host genes with decreased C:L ratio.

## Data Availability

The analyzed data have been deposited in GEO with accession number GSE225445.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells12081160/s1. Figure S1: Validation of PARP1 KD; Figure S2: Validation of selected circRNAs using PCR; Figure S3: Loss of PARP1 and PARylation alters the expression of core spliceosomal components; Figure S4: KEGG pathways predicted to be regulated by circRNA–miRNA–mRNA regulatory network; Figure S5: Exonic characteristics of circRNA host genes; Figure S6: Atypical nucleotide composition of host genes; Figure S7: Pausing profiles of circRNA gene regions; Table S1: All circRNA detected; Table S2: List of primers used for circRNA validation; Table S3: Skipped exon events in circRNA host genes; Table S4: Intron and exon lengths of circRNA host genes.

How the deposited data were processed for this re-analysis (not part of the article)

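RNA abundance was measured by ribosomal-depleted paired-end RNA-seq of S2 cells in 16 libraries: 3 WT, 3 PARPi (10 µM PJ34 for 16 h) and 3 KD libraries labelled December, and 3 WT and 4 KD libraries labelled October. The authors aligned the reads to BDGP6 with STAR without trimming, counted them per gene with HTSeq and deposited the raw counts, as whole numbers without normalization or filter. The annotation release, the strand setting and the treatment of reads with several matches are not given in the sources used here. The deposited table holds 17737 genes, of which 2559 have a count of 0 in every library, and all its columns matched a library by its label. It holds no row without a gene. Of the genes, 17599 matched the Ensembl annotation of BDGP6 (release 115) by their FlyBase identifier, which gave symbols, positions and lengths.

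Libraries of 1 group differed by more than sampling noise (chi-square per gene between 7.82 and 142 for pairs of replicates), so each was used as 1 replicate. Total counts were between 58531662 and 90439074 per library. In December the median counting error was 9.20% of the level for genes between 1 and 2 CPM, against a median SD between replicates of 15.1%, and 0.932% against 5.87% between 100 and 200 CPM, so counting error is a large part of the spread for genes of a few CPM.

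From the counts, genes with fewer than 10 counts in total over the libraries of a fit were left out, the counts were scaled by TMM, and genes were tested with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with Benjamini-Hochberg adjustment and a threshold of 0.05. The comparisons of PARPi and of KD with WT were fitted over the 9 December libraries in 1 model of 3 groups. The interaction of KD and month was fitted over the 13 WT and KD libraries of both months. Single values were also compared by exact permutation tests. Gene sets were tested with camera (limma 3.58.1) on log2 CPM computed with a prior count of 2. The 9 sets were written by hand from gene symbols. Of these sets, RNA interference and antiviral response had an adjusted p of 0.675 in KD and 0.755 in PARPi, and histones, with 7 of 123 genes tested, of 0.0714 and 0.969 (in PARPi the histone mean was -0.030 while the test pointed to higher). The value that shared WT libraries give with no effect was simulated 50 times with negative binomial counts drawn from the means and spreads of the libraries, and, for the lists under the replicate block, 50 times with the mean of each replicate number, a test chosen after seeing the values.

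Genes named in the text were chosen by a rule: PARP1; zfh1 and the host genes with primers in Table S2; for each comparison the 3 genes with the largest rise and the 3 with the largest fall among those with an adjusted p below 0.05, a mean of at least 1 CPM and all treated libraries on the same side of all WT libraries; and for the interaction of KD and month 2 genes in each direction with a mean of at least 1 CPM over the 13 WT and KD libraries, with no condition on sides. mt:lrRNA, mt:srRNA and the mitochondrial mRNAs beside them were named after their values were seen. This rule, the gene sets, the tests, the groups and the alternatives were set before the data were examined, apart from the alternatives and tests named as chosen later.

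Host genes and circRNA positions came from Table S1 of the paper, which gives no condition. Host genes among the calls were compared by Fisher's exact test and with 10000 random lists matched on mean expression in 50 bins; lengths were compared by permutation tests with 100000 resamples (Python 3.11.15, numpy 2.4.6, scipy 1.17.1). Flanking introns were the annotated introns that touch the matched exon ends; where transcripts gave several, their mean was used.

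Alternatives were DESeq2 (DESeq2 1.42.0), size factors by the RLE method, no filter on counts and edgeR's filterByExpr, only the groups compared, the replicate number as a block, both months with and without a term for the month, October alone, removal of a trend of counts on gene length (a spline with 5 degrees of freedom), library sizes without the 20 genes with the most counts, fry and an estimated correlation for gene sets, and leaving out each library in turn. The length in this trend was the summed length of the exons of a gene, while the length of host genes was their span in the genome. The library sizes without the 20 genes were plain totals with no TMM factors. The scripts were tested on simulated data for KD vs. WT of December: with 200 of 11536 genes changed by 1 on the log2 scale, edgeR recovered 100% of them, 2.91% of its calls were false and it made 1 call in the unchanged PARPi group, while 8.26% of DESeq2's calls were false. Splicing, miRNA targets, repeats, motifs, RNAPII pausing and NanoString counts were not analysed here, since the values used here are counts per gene.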

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

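Some tests were chosen only after the result was seen. These include the reading of the heat shock genes without WT replicate 3 as a test of that library (its fit was set before). The gene set tests on the difference between the months were also chosen later. In the fit of the genes on that difference, DESeq2 and the removal of the trend on gene length were chosen later too. So were the library sizes without the 20 genes with the most counts. The limit on the level of the mitochondrial mRNAs was set after their levels were seen. Since PARP1 mRNA was called lower in the libraries labelled KD in only 1 of 13 alternatives, each direction of KD given here rests on the labels.

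The effect of KD differed between December and October. A term for the difference was past the threshold for 1784 of 12652 genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1054 with a higher and 730 with a lower change in October, and DESeq2 called 2018. The October libraries, which the paper does not describe, gave 3364 genes in KD vs. WT by themselves. Of 35 splits of these 7 libraries, 1, the real one, gave as many, the smallest share possible, which argues against chance there. The splits cannot tell an effect of KD from another difference between these groups. For example, mt:lrRNA took 9.84% to 12.4% of the counts in October WT and 15.3% to 17.1% in October KD. For the difference between the months, 2 of 100 splits gave as many genes, the real one and the one that exchanges all WT and KD labels of December (2847 genes). These splits exchange labels within each month, so they test for no effect of KD in either month. They cannot decide whether the effects of the months differ. With a term for the month, 1 of 100 splits gave as many as the 1828 genes of KD in both months, and the largest of the others gave 780. Across genes, the December and October changes had a Pearson's r of 0.075 and a Spearman's rho of 0.11, with 55.4% in the same direction. Of the 434 genes called in both months, 312 changed in the same direction. A trend on gene length was not the whole cause, since 1700 of the 1784 genes were still called once it was removed. A few genes taking most of the counts were not the whole cause either, since 1089 were still called with library sizes without the 20 genes with the most counts, a setting that called 3013 in all. This setting uses plain totals with no TMM factors. With it the balance of directions moved, since 362 of these 3013 had a higher and 2651 a lower change in October. With each library left out in turn, between 1416 and 1857 genes were called. What stays open is any difference in cells, libraries or sequencing between the months, which the labels do not describe and which applies to all libraries of a month. The month is not a condition of the design, so no biological explanation was tested.

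Among the gene sets, the cytoplasmic ribosomal protein genes differed most between the months, with a mean October minus December change of 0.55 (camera on the term for the difference, adjusted p = 1.81e-40, and fry, adjusted p = 0.000887). They were lower in 3 of 3 libraries labelled KD in December and higher in 4 of 4 in October. The mitochondrial ribosomal protein genes, lower in KD in both months, differed by 0.15 (camera, adjusted p = 0.00262; fry, adjusted p = 0.236), so that call rests on the preset correlation, and the spliceosome and splicing factor genes by 0.14 (camera, adjusted p = 0.000749; fry, adjusted p = 0.00555). Ribosomal protein mRNAs are short and abundant, and in December a trend on gene length was not the whole cause of their fall, since the set was still lower with an adjusted p of 2.67e-15 (camera) once it was removed (range over the alternatives 3.27e-28 to 0.764). Their mean went from -0.30 to -0.15, so part of the fall went with the trend, and the December call rests on the preset correlation (fry, adjusted p = 0.106; estimated correlation, 0.43). A difference between the months in library preparation stays open and was not tested for these sets, and no biological explanation was tested.

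Single genes that the rule names also differed between the months. CG31337 differed by 2.78, edin by 2.65, AttB by 2.39 and MtnA by 2.29 on the log2 scale (adjusted p = 3.38e-10, 4.68e-05, 0.00147 and 3.38e-10 from edgeR), all lower in KD in December and higher in October. CNMa differed by -2.22 (adjusted p = 6.27e-09 from edgeR), higher in KD in December and lower in October. CG42674 differed by 0.40 (adjusted p = 0.00309 from edgeR), and mt:ND2, at a mean of 12.2 CPM, by -0.70 (adjusted p = 0.00175 from edgeR). lncRNA:CR44135 differed by -2.29 (adjusted p = 0.000103 from edgeR), but in December it was near the limit of detection, with 0.0838 CPM in WT and 0.350 CPM in KD. The December falls of AttB and edin rested on WT replicate 3, without which they were -0.52 and -0.65, and the difference of edin between the months was 1.69 without it. The family of AttB has near-identical copies, and how reads with several matches were counted is not given in the sources used here. No biological explanation was tested for these genes.

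The share of counts on mt:lrRNA also moved in opposite directions. Its log2 fold change in KD was -0.43 in December (adjusted p = 0.0404 from edgeR) and 0.65 in October (adjusted p = 8.92e-06 from edgeR), a difference of 1.10 (adjusted p = 1.26e-06 from edgeR). A change of all mitochondrial RNA together was tested on the 9 mitochondrial mRNAs with a mean of at least 100 CPM, a limit set after their levels were seen (the lowest has 1027 CPM). Their median difference between the months was 0.27, with a range of -0.22 to 0.97, and all 9 lay below mt:lrRNA. This argues against it as the whole cause, although 4 of the 9 were called in the direction of mt:lrRNA and 5 were not called. The other mitochondrial ribosomal RNA, mt:srRNA (mean 106 CPM), had a log2 fold change in KD of 0.099 in December (adjusted p = 0.75 from edgeR) and 1.08 in October (adjusted p = 8.25e-08 from edgeR), a difference of 1.00 (adjusted p = 1.79e-05 from edgeR), close to that of mt:lrRNA, and the mRNA mt:CoIII differed by 0.97. Ribosomal RNA was removed before sequencing, and a removal that differed between libraries was not tested and stays open. No biological explanation was tested.

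In the October KD group, the only group of 4 libraries, 1 library stood apart from the other 3 in 3 of 34 measures, where chance gives about 1 in 20 groups. The gap over the range was 0.858 for CG31337 (2.67 to 3.12 CPM), 0.858 for lncRNA:CR45102 (21.0 to 24.0 CPM) and 0.868 for the mean log2 level of the ecdysone response and metamorphosis genes (0.033 to 0.13 from the WT mean), above Dixon's critical value for 4 libraries. The total count (0.784) and the share of mt:lrRNA (0.679) lay below that value, so no library stood apart in depth or in mitochondrial ribosomal RNA. The measures are not independent, and no biological explanation was tested.

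The heat shock and protein folding stress genes, which the paper does not discuss, had a mean log2 fold change of -0.56 in PARPi vs. WT (camera, adjusted p = 0.000211), with 17 of 20 genes lower. Their mean level was below all WT libraries in 1 of 3 PARPi libraries, and 0 genes were called over all genes (edgeR, where 1361 of all genes had an unadjusted p below 0.05), against 12 when adjusted over the list alone. fry gave an adjusted p of 0.554. WT replicate 3 carried part of this: without it the mean was -0.24 and the median -0.18, still with 17 of 20 genes lower, and the set was not called (adjusted p = 0.0751, unadjusted p = 0.00834; the adjusted p ranged from 2.36e-09 to 0.892 over the alternatives). With 2 WT libraries left, that library alone and a fall in PARPi cannot be told apart. The set was higher by 0.21 in KD vs. WT (camera, adjusted p = 0.0285), and by 0.53 without WT replicate 3 (adjusted p = 1.77e-06). Its mean level was above all WT libraries in 0 of 3 libraries labelled KD, and fry gave an adjusted p of 0.224. Without WT replicate 2 its mean was -0.059, its median 0.087 and the test pointed to higher (adjusted p = 0.439). Without KD replicate 3 its adjusted p was 0.105 (range over the alternatives 1.77e-06 to 0.439). Heat shock mRNAs respond to handling of the cultures, which was not recorded in the sources used here, so an effect of PARPi and a difference between the WT cultures both stay open.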

How the results depend on the processing

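The tests chosen only after the results were seen are those with DESeq2 other than on the December libraries with the filter on counts and no block, the length trend for PARP1 and for the difference between the months, and the library sizes without the 20 genes with the most counts for gene sets and for the difference between the months. A correction for GC content was not run, since no genome sequence was used here. Among gene sets, 177 alternative values kept their direction and their side of the threshold, 29 lost the threshold, 13 passed it and 24 reversed in the sign of the mean, in some of them with the test still pointing the same way. Among named genes, the numbers were 309, 29, 1 and 23, and among all other results 67 stayed, 58 moved, 1 lost the threshold, 1 passed it and 5 reversed. The cause of a change was not tested unless stated.

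The DEGs of PARPi vs. WT (34) numbered 135 with DESeq2, 293 with no filter on counts (14333 genes tested), 18 with filterByExpr (9478 genes tested), 164 with the length trend removed and 0 with both months and no term for the month (edgeR, 1702 at an unadjusted p below 0.05). They numbered 138 with DESeq2 and no filter and 227 with DESeq2 and both months, and 4 to 91 with 1 library left out. The DEGs of KD vs. WT (907) numbered 1828 with both months and a term for the month, 17 without that term and 3364 in October alone; with DESeq2 they numbered 2367 with both months and 3466 in October. With 1 library left out they numbered 251 to 1212. Of the 907 genes, 502 were among the 1828 and 434 among the 3364. The month term takes up differences between months that otherwise count as spread. This fit gives KD the same effect in both months, and no PARPi library is from October, so its PARPi values depend on that assumption. The genes shared by both lists (9) numbered 44 with DESeq2, 139 with no filter, 3 with filterByExpr, 15 with both months and a term for the month, 0 without that term (edgeR, where the KD list held 17 genes and the PARPi list 0), 41 with the length trend removed, 14 with library sizes without the 20 genes with the most counts, 42 with DESeq2 and no filter, 109 with DESeq2 and both months, and 1 to 42 with 1 library left out.

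The replicate numbers do not pair the treated libraries with WT: over the 9 pairs of a treated and a WT library of the same number, the deviations had an r of -0.085 to 0.333, above 0.1 in 4. The December PARPi and KD libraries of the same number deviated together (r = 0.714, 0.495 and 0.165), and neither the labels nor the paper says why. With the replicate number as a block, edgeR called 496 genes for PARPi, 1609 for KD and 227 shared, and DESeq2 called 584, 1538 and 256. With the block and the length trend removed, the counts were 363, 1118 and 109, and the log2 fold change of PARP1 in KD was -0.19 (adjusted p = 0.0317 from edgeR, with a range of 0.0317 to 0.747 over the alternatives), against -0.14 and no call without them. The spliceosome and splicing factor genes, with a mean of -0.047 in PARPi and -0.062 in KD under the block too, had an adjusted p of 0.0254 and 0.0205 there (camera). The ecdysone response and metamorphosis genes in KD had 0.0451 (camera, range over the alternatives 0.0096 to 0.72), and alpha-Cat in PARPi had a log2 fold change of 0.21 with an adjusted p of 0.0231 (edgeR, range 0.0231 to 0.524).

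The correlation of the PARPi and KD changes (r = 0.44) fell once no WT library was shared. It was 0.053 with PARPi against WT replicate 1 and KD against the other WT replicates and 0.069 the other way round, 0.061 and 0.041 with WT replicate 2, and 0.064 and 0.015 with WT replicate 3. Between December PARPi and October KD it was -0.0067. These comparisons share no WT library, which by construction removes the correlation that a shared control gives, and the divisions also leave fewer WT libraries to each. With 1 library left out it was 0.34 to 0.60. The number of genes whose KD effect differed between the months (1784) was 3013 with library sizes without the 20 genes with the most counts.

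In KD vs. WT, the means of the cytoplasmic ribosomal protein, mitochondrial ribosomal protein and oxidative phosphorylation genes (-0.30, -0.22 and -0.13) lost the threshold with fry and with an estimated correlation, which take the correlation between genes from the data and leave the means as they are. With both months and a term for the month, the cytoplasmic ribosomal protein genes had a mean of -0.0020 (camera, adjusted p = 0.764), and in October alone 0.23. The oxidative phosphorylation genes had a mean of 0.023 with the length trend removed. The spliceosome and splicing factor genes in KD had a mean of 0.020 with both months, 0.063 in October alone and 0.065 with library sizes without the 20 genes with the most counts, and -0.093 to -0.042 with 1 library left out; in PARPi they had -0.064 to -0.027 with 1 library left out. The ecdysone response and metamorphosis genes in PARPi had 0.017 to 0.081. Other sets reversed. With the length trend removed, the means were 0.016 for oxidative phosphorylation and 0.033 for histones in PARPi, and -0.018 for RNA interference and 0.0043 for histones in KD. With both months, they were 0.057 for cytoplasmic ribosomal proteins (camera, adjusted p = 0.049), 0.011 for innate immunity and 0.024 for histones in PARPi, and -0.062 for RNA interference in KD. All PARPi libraries are from December, and this fit gives KD the same effect in both months. The cytoplasmic ribosomal protein genes changed in KD by -0.30 in December and 0.23 in October. Their value of 0.057 therefore does not show a reversal of the PARPi effect. In October alone, the means were 0.056 for innate immunity, -0.16 for RNA interference and 0.0092 for histones. Library sizes without the 20 genes with the most counts shift all genes (the median log2 fold change in PARPi was 0.023 with them), and the means of RNA interference in PARPi (0.0058) and of the spliceosome and splicing factors in KD changed sign with that shift while the tests still pointed to lower. With 1 library left out, the ranges that cross 0 were -0.17 to 0.059 for innate immunity, -0.043 to 0.011 for RNA interference and -0.091 to 0.057 for histones in PARPi, and -0.059 to 0.53 for heat shock and -0.0083 to 0.033 for RNA interference in KD.

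Of the named genes in KD vs. WT, with both months and a term for the month, zfh1 was at 0.039, luna at -0.026, CG42674 at 0.18 and CNMa at -0.22. In October alone, zfh1 was at 0.12, alpha-Cat at -0.082, luna at -0.10, fru at -0.0019, CG42674 at 0.34, Tomosyn at -0.034, CNMa at -1.20, AttB at 0.47, edin at 1.01 and MtnA at 1.01. With 1 library left out, luna ranged from -0.019 to 0.077, cdi from -0.057 to 0.032 and Tomosyn from -0.061 to 0.056 in KD, and fru from -0.040 to 0.039 and CG42674 from -0.026 to 0.086 in PARPi; none of these 5 was called with all December libraries.

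The share of host genes called in PARPi vs. WT (0.407%, above the other genes) was 0% for hosts of intronic circRNAs (0 of 54, edgeR), 1.65% with DESeq2 and 0% with both months (0 of 246, edgeR), each below the other genes. With the replicate block it was 6.50% (16 of 246), at the percentile 10.6 of the lists matched on mean expression, against 4.18% of the other genes (two-sided Fisher's exact test, p = 0.0776), and in KD vs. WT 25.2% (62 of 246). In KD vs. WT it was 11.1% for hosts of intronic circRNAs, with fewer genes tested (two-sided Fisher's exact test, p = 0.308). The longer host genes kept their direction and threshold in all 4 alternatives, with a difference of 2.00 to 3.11. The difference of upstream minus downstream introns was -0.35 with the shortest introns. Depth limits genes of a few CPM or less, such as lncRNA:CR44135 in December.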

Differences from the paper's values

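The tests chosen only after the values were seen are those with DESeq2 other than on the December libraries with the filter on counts and no block. The gene lists of the paper are not in the sources used here, so how many of its genes a setting leaves out was not analysed here.

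For PARPi vs. WT the paper reports 299 DEGs, and 34 were called here. Of the alternatives set before the data were examined, no filter on counts (293) and the length trend removed with the replicate block (363) came within 1.5 times of the paper's value. DESeq2 (135), RLE size factors (34), filterByExpr (18), only the groups compared (25), the replicate block (496), both months with a term for the month (24) and without it (0, edgeR, with 1702 at an unadjusted p below 0.05), the length trend removed (164), library sizes without the 20 genes with the most counts (24) and the fits with 1 library left out (4 to 91) did not. DESeq2 on both months with a term for the month, chosen after seeing the values, gave 227, within 1.5 times, and DESeq2 with the replicate block (584) and without a filter (138), also chosen after seeing the values, did not come within it.

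For KD vs. WT the paper reports 1435 DEGs, and 907 were called here. Of the alternatives set before the data were examined, DESeq2 (1102), no filter on counts (1289), only the groups compared (1068), the replicate block (1609), both months with a term for the month (1828), the length trend removed with the replicate block (1118), library sizes without the 20 genes with the most counts (1295) and the fit without KD replicate 2 (1212) came within 1.5 times. RLE size factors (896), filterByExpr (844), both months without a term for the month (17), the length trend removed (780), October alone (3364) and the fits without another WT or KD library (251 to 936) did not. The PARPi libraries enter only the scaling, the filter and the estimate of the spread here. The fit without PARPi replicate 1 gave 1157, within 1.5 times too. The fits without PARPi replicates 2 and 3 gave 922 and 777 and did not come within it. DESeq2 with the replicate block (1538), without a filter (1087) and on only the groups compared (1219), all chosen after seeing the values, came within 1.5 times as well, and DESeq2 on both months with a term for the month (2367) and on October alone (3466), also chosen after seeing the values, did not. The paper's methods name DESeq2.

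The paper shows about 100 shared DEGs in Figure 2B, and 9 were shared here. Of the alternatives set before the data were examined, no filter on counts (139) and the length trend removed with the replicate block (109) came within 1.5 times. DESeq2 (44), RLE size factors (9), filterByExpr (3), only the groups compared (7), the replicate block (227), both months with a term for the month (15) and without it (0, edgeR, from lists of 0 and 17 genes), the length trend removed (41), library sizes without the 20 genes with the most counts (14) and the fits with 1 library left out (1 to 42) did not. DESeq2 on both months with a term for the month, chosen after seeing the values, gave 109, within 1.5 times, and DESeq2 with the replicate block (256) and without a filter (42), also chosen after seeing the values, did not come within it.

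The 290 exonic and 74 intronic entries of Table S1 match the totals of Figure 1C. The paper's text gives its number of protein-coding host genes for unique circRNAs, which Table S1 does not mark, so that number was not compared.

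The paper states that spliceosomal components were dysregulated. Here 8 of 57 spliceosome and splicing factor genes were called in KD and 0 in PARPi (edgeR, against 1361 of all genes at an unadjusted p below 0.05), and the set in KD had an adjusted p of 0.0516 (camera), 0.00796 without WT replicate 1 and 0.0330 without KD replicate 2 (range over the alternatives 0.00796 to 0.752). In PARPi it had 0.0706, and 0.0041 without WT replicate 1 (range 0.0041 to 0.892). The replicate block gave 0.0205 in KD and 0.0254 in PARPi. The paper names developmental and morphogenesis processes for PARPi, and the ecdysone response and metamorphosis genes had an adjusted p of 0.349 (camera), and 0.0277 without WT replicate 1 (range 0.0277 to 0.892). These lists were written by hand and are not Gene Ontology terms. The ribosome and respiration processes that the paper names for KD were called here in December with camera and the preset correlation, but not with fry (adjusted p = 0.106) or an estimated correlation (0.43). The cytoplasmic ribosomal protein genes were higher in October, with a mean of 0.23, and the mean of the oxidative phosphorylation genes was 0.023 with the length trend removed (ranges of the adjusted p over the alternatives 3.27e-28 to 0.764 and 2.13e-14 to 0.43).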

Other observations

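The tests chosen only after the result was seen are, for PARP1 mRNA, those of exchanged labels, of reads of the knockdown reagent and of the length trend, with and without the replicate block, and the count of KD genes that stay called once the length trend is removed, as well as the library sizes without the 20 genes with the most counts for gene sets. The fit of PARP1 and its other alternatives were set before.

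PARP1 mRNA was not called lower in KD in the fit of the 3 groups or in 12 of the 13 alternatives, and was called in 1 (adjusted p = 0.0317 from edgeR, with a range of 0.0317 to 0.747). Labels exchanged among the 9 December libraries cannot hide a fall of at least 2-fold, since the highest PARP1 level of these libraries was 1.32 times the lowest. Reads of the knockdown reagent counted on the gene remain a candidate explanation: the log2 fold change was -0.14, and gene counts give no position of the reads, so such reads and an unchanged mRNA cannot be told apart. A fall of the protein without a fall of the mRNA was not tested.

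Of the 10 splits of the December WT and KD libraries, 1, the real one, gave as many as the 907 genes. For PARPi, 1 of 10 splits gave as many as the 34 genes and the largest of the others gave 2. With 3 libraries against 3, chance cannot be excluded in this way for either. Once a trend on gene length was removed, 555 of the 907 KD genes were still called among 780, so the trend was not the whole cause. For the lower oxidative phosphorylation genes the trend and an effect in the libraries labelled KD cannot be told apart: the set had an adjusted p of 0.0364 (camera) after the removal, while its mean and median lay on opposite sides of 0.

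The share of host genes called in KD is in line with their expression level, at the percentile 62.3 of 10000 lists matched on mean expression. In PARPi the percentile was 43.1, with 1 host gene called (Pvf1), too few to decide in that fit. The greater length of host genes was not explained by expression level, since 0 of 10000 matched lists had a mean log2 length as large.

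Sets not tied to a claim gave these values with camera. The innate immunity genes had a mean of -0.25 and a median of -0.097 in KD vs. WT (adjusted p = 0.0516). They lay below all WT libraries in 3 of 3 libraries labelled KD. Of these genes, 17 were called over all genes and 25 when adjusted over the list alone. The adjusted p was 0.00217 without WT replicate 2 and 0.0274 with the length trend removed. It was 0.0321 with library sizes without the 20 genes with the most counts (range over the alternatives 0.00217 to 0.752). Without WT replicate 3 the mean was -0.11 (adjusted p = 0.117), and fry gave an adjusted p of 0.224 with all libraries. The ecdysone response and metamorphosis genes had a mean of 0.060 in KD (adjusted p = 0.0615), above all WT libraries in 2 of 3 libraries, and the adjusted p was 0.0096 without WT replicate 1 (range 0.0096 to 0.72). The 7 histone genes had a mean of -0.15 in KD, below all WT libraries in 2 of 3 libraries. The adjusted p was 0.0330 without KD replicate 2 (range 0.0330 to 0.641). The mean was -0.077 without WT replicate 3 (adjusted p = 0.185) and -0.084 without KD replicate 1 (adjusted p = 0.172). In PARPi vs. WT, the mitochondrial ribosomal protein genes had a mean of -0.078 (adjusted p = 0.00405), below all WT libraries in 1 of 3 libraries, and the adjusted p was 0.174 and 0.579 without WT replicates 2 and 3 and 0.547 and 0.0536 without PARPi replicates 1 and 3 (range 8.78e-08 to 0.892). The oxidative phosphorylation genes had a mean of -0.045 in PARPi (adjusted p = 0.518), and the adjusted p was 0.0041 without WT replicate 1 (range 0.0041 to 0.983). Without WT replicates 2 and 3 the means were -0.022 and -0.018, while the tests pointed to higher (adjusted p = 0.950 and 0.579).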
